# In situ conversion of defective Treg into SuperTreg cells to treat advanced IPEX-like disorders in mice

**DOI:** 10.1038/s41467-020-15836-2

**Published:** 2020-06-03

**Authors:** Yongqin Li, Yuxin Chen, Shaoshuai Mao, Ravinder Kaundal, Zhengyu Jing, Qin Chen, Xinxin Wang, Jing Xia, Dahai Liu, Jianlong Sun, Haopeng Wang, Tian Chi

**Keywords:** Immunology, Diseases

## Abstract

Mutations disrupting regulatory T (Treg) cell function can cause IPEX and IPEX-related disorders, but whether established disease can be reversed by correcting these mutations is unclear. Treg-specific deletion of the chromatin remodeling factor *Brg1* impairs Treg cell activation and causes fatal autoimmunity in mice. Here, we show with a reversible knockout model that re-expression of *Brg1*, in conjunction with the severe endogenous proinflammatory environment, can convert defective Treg cells into powerful, super-activated Treg cells (SuperTreg cells) that can resolve advanced autoimmunity,  with * Brg1* re-expression in a minor fraction of Treg cells sufficient for the resolution in some cases. SuperTreg cells have enhanced trafficking and regulatory capabilities, but become deactivated as the inflammation subsides, thus avoiding excessive immune suppression. We propose a simple, robust yet safe gene-editing-based therapy for IPEX and IPEX-related disorders that exploits the defective Treg cells and the inflammatory environment pre-existing in the patients.

## Abstract (web summary)

Mutations that affect T_reg_ cell function can cause lethal autoimmunity, but whether correcting these mutations can reverse established disease is unclear. Here, the authors correct T_reg_ cell-specific *Brg1* mutation in a minor fraction of T_reg_ cells, which supercharges these cells to rescue mice from otherwise fatal IPEX-like autoimmunity.

## Introduction

Treg cells are potent suppressors of immune responses^1,2^, and defects in Treg development and/or function cause devastating, fatal autoimmune disorders in humans. Specifically, mutations in *FoxP3*, the master transcription factor in Treg cells, cause the immune dysregulation, polyendocrinopathy, enteropathy, and X‐linked (IPEX) syndrome, with deaths typically ensuing in early infancy or childhood^3–5^, and mutations at other genes important for Treg function cause similar (IPEX-like) disorders^6–8^. Effective treatments for IPEX(-like) disorders remain elusive. However, the revolutionary CRISPR–CAS gene editing technologies are making it possible to treat monogenic diseases such as IPEX(-like) disorders. In particular, in many IPEX(-like) patients, Treg cells are dysfunctional but normal in numbers, which offers an attractive therapeutic target for the gene therapy. In the simplest scheme, viral vectors expressing the editing tools would be injected into the patients, where they would infect the defective Treg cells, correct their mutations, restore Treg functions, and rescue the patients. However, many pitfalls exist. First, Treg cells are difficult to infect. Even if they are successfully infected and mutations corrected, this might be insufficient to (fully) restore Treg functions. Finally, even if all the defective Treg cells in the body could be fully resurrected, it is unclear whether this would be sufficient to resolve the severe ongoing inflammation and rescue the patients, given that the inflammation may have become overwhelming and/or tissue damages irreversible by the time of clinical diagnosis and mutation correction. Obviously, such issues must be carefully addressed before the clinical trials could be launched. One way to address these issues is to use reversible KO mouse models, where a gene important for Treg function is first deleted to recapitulate the IPEX(-like) syndromes, followed by the restoration of gene expression to imitate the clinical intervention. We now report the study on such a model, which involves the chromatin remodeling factor *Brg1*.

*Brg1* is the catalytic subunit of the chromatin remodeling BAF (mSwi/snf) complex^9^, with diverse functions in the immune system^10–15^. We have shown that *Brg1* plays a role in Treg activation^16^. Specifically, the majority of Treg cells under physiological conditions are naive, with little overt suppressor activity. Upon antigen and cytokine stimulation, naive Treg cells become activated and differentiated into effector cells, which migrate to inflamed tissues to efficiently suppress the inflammation^1,17–20^. Importantly, selectively deleting *Brg1* in Treg cells impairs Treg activation, concomitant with the onset of systemic inflammation. As the inflammation progresses, Treg cells become increasingly activated, but the activation levels are unable to catch up with the severity of inflammation, leading ultimately to the death of the KO mice, indicating that *BRG1* acts to facilitate Treg activation^16^. Importantly, the phenotype of our *Brg1* KO mice closely resembles that of the *FoxP3* KO mice, the classic model for IPEX disease, indicating that *Brg1* KO is a valid model of IPEX-like disease, even though *Brg1* is not a known autoimmune disease-associated gene in humans^16^. The *Brg1* KO in this model is irreversible. Therefore, we have now established a reversible *Brg1* KO model, and found that restoring *Brg1* expression in the mice can produce therapeutic effects, with *Brg1* reexpression in only minor fractions (as low as 8%) of Treg cells sufficient for rescuing the mice with slightly less severe phenotypes, suggesting a simple, robust, and safe approach for treating IPEX and IPEX-like diseases.

## Results

### The LOFT strategy for *Brg1*-reversible KO

Treg-specific *Brg1* deletion followed by conditional restoration of *Brg1* expression was achieved with the LOFT method^21^ that requires a pair of alleles of the target gene (*Brg1* in the current study): a floxed allele (*Brg1*^*F*^) and a reversibly trapped allele that is a null by default, but can be conditionally converted to a wild-type (WT) allele. The latter allele is designated Δ*R*, where R denotes “reversible” (Fig. 1a, top left). The key component of the Δ*R* allele is a gene-trap cassette consisting of the neomycin phosphotransferase (Neo) and Ires-GFP. This cassette was inserted into intron #9 (Fig. 1b), thus capturing the upstream exon #8 (E8) to produce a fusion protein between the N-terminal 531 aa of *BRG1* protein and the neomycin phosphotransferase, the former moiety being inactive, and the latter serving as the selection marker for successfully targeted embryonic stem (ES) cells. In addition, GFP was co-expressed with the fusion protein, which reported the status of Δ*R* allele. The gene-trap cassette was flanked by FLP recombination target (FRT) sites, allowing for conditional cassette excision in the presence of the FLP recombinase. The removal of the gene-trap cassette restores the expression of full-length *BRG1*, concomitant with the loss of GFP expression. Thus, in *Brg1*^*F/*Δ*R*^ mice that also expressed Cre in Treg cells (from the *FoxP3*^*YFP-Cre*^ *allele) and FlpoER* (from the ubiquitous *CAG* promoter inserted into *R26* locus), *Brg1* expression is constitutively eliminated in Treg cells but reinstated upon tamoxifen (TAM) administration, the latter event reported by elimination of GFP fluorescence (Fig. 1a, middle and bottom).

**Fig. 1:**
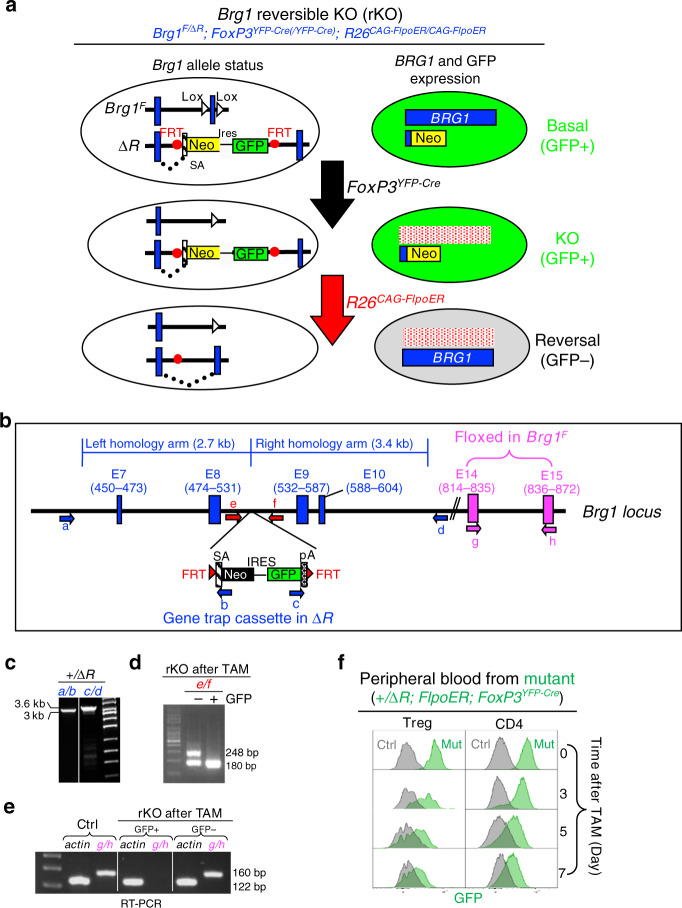
Creation of *Brg1*-reversible KO model using the LOFT method. **a** Strategy for GFP-labeled, Treg-specific reversible *Brg1* knockout. This method requires a conventional *Brg1*-floxed allele (*Brg1*^*F*^) paired with a multifunctional reversible KO (ΔR) allele (top left), and sequential action of Cre and Flpo recombinases (middle and bottom). Depicted is the status of the *Brg1* alleles (left) and the corresponding *BRG1* protein expression patterns (right). Note that Cre was expressed from the endogenous FoxP3 locus located on the X chromosome subject to random inactivation, and so the reversible KO (rKO) mice carried either one or two *FoxP3*^*YFP-Cre*^ alleles depending on the sex. SA splicing acceptor, Neo neomycin-resistance gene, FRT flippase-recognition target (red dot). **b** The *Brg1* alleles. The gene-trap cassette in Δ*R* is inserted after E8 in the *Brg1* locus, and the floxed exons in *Brg1*^*F*^ highlighted in pink. Also depicted are the homology arms used to make the targeting construct for generating Δ*R*, and the PCR primers for genotyping. **c**–**e** Characterization of mouse samples. Shown are the representative results from two biological replicates. The tail from a *Brg1*^*+/*Δ*R*^ mouse was subjected to PCR analysis using primer pairs a/b and c/d (depicted in **b**) to verify successful targeting (**c**); GFP^+^ and GFP^−^ Tregs isolated from TAM-treated rKO mice were analyzed by PCR and RT-PCR to detect the excision of the gene-trap cassette (**d**) and restoration of *Brg1* expression (**e**), respectively. The control mouse in **e** has the same genotype as rKO, except that it carried *Brg1*^*+*^ instead of *Brg1*^Δ*R*^. **f** Kinetics of GFP loss following TAM administration. TAM (full dose) was given via oral gavage, and GFP expression in Tregs and conventional CD4 cells in tail blood monitored by FACS. The control mouse did not carry *Brg1*^Δ*R*^.

### Characterization of the Δ*R* allele

We inserted the gene-trap cassette into the ES cells using the traditional gene targeting method (Fig. 1b) to generate *Brg1*^*+/*Δ*R*^; *R26*^*CAG-FlpoER*^ mice. Polymerase chain reaction analysis confirmed that the mice carried Δ*R* (Fig. 1c). Following oral gavage of a full dose of TAM (500 µg/g, once daily for 2 consecutive days, termed the “full dose” regimen hereafter), GFP signal in the Treg cells in the peripheral blood decayed gradually, disappearing almost completely on Day 7 after the gavage (Fig. 1f, left), the kinetics being comparable to that in the conventional CD4 cells (Fig. 1f, right). Finally, we bred the reversible KO (rKO) mice by introducing *Brg1*^*F*^ and *FoxP3*^*YFP-Cre*^ into the *Brg1*^*+/*Δ*R*^; *R26*^*CAG-FlpoER*^ mice. As *FoxP3*^*YFP-Cre*^ is located on the X chromosome randomly inactivated in females, the genotypes of rKO mice are gender-specific, being *Brg1*^*F/*Δ*R*^*; FoxP3*^*YFP-Cre*^*; R26*^*CAG-FlpoER/CAG-FlpoER*^ for males and *Brg1*^*F/*Δ*R*^*; FoxP3*^*YFP-Cre/YFP-Cre*^*; R26* ^*CAG-FlpoER/CAG-FlpoER*^ for females. The rKO mice were fed with a low dose of TAM (12 µg/g, once only, termed the “low dose” regimen hereafter) to reverse *Brg1* KO in a fraction of Treg cells. The GFP^+^ and GFP^−^ Treg subsets were then isolated by FACS. As expected, the gene-trap cassette was lost in the GFP^−^ subset (Fig. 1d) concomitant with the emergence of the functional *Brg1* transcript (which contained E14–15; Fig. 1e). These data validated the functionality of the Δ*R* allele.

### *Brg1* reexpression can rescue severely sick rKO mice

The severity of the inflammatory phenotypes was somewhat variable in different rKO mice, and tended to correlate with the frequencies of effector/memory-like (E/M) CD44^hi^ CD62L^lo^ CD4 cells in the peripheral blood. For convenience, we used the frequencies of the E/M CD4 cell at 3 weeks of age to divide the rKO mice into two groups: rKO1 (>65%) and rKO2 (<65%), whose phenotypes are described in Fig. 2a–e and f–h, respectively. Of note, the vast majority (85%) of the rKO mice belonged to the rKO1 category. We found that the rKO1 mice had developed severe inflammatory signs (including skin lesions, lymphoid organ enlargement, and runting) by 3 weeks of age and died before Day 41, the median survival being 31 days (Fig. 2a, red line). To determine the consequences of *Brg1* reexpression in rKO1 mice, mice were given TAM (full dose) around 3 weeks of age, namely ~10 days before the predicted median death date. Remarkably, 55% of the mice (11/20) were rescued from death (Fig. 2a). Gross signs of inflammation disappeared within 2 months after TAM administration (Fig. 2b), and by 120 days, the runted mice had fully caught up in weight and size, revealing striking resilience of the mice (Fig. 2c). To directly examine the kinetics of inflammation resolution, we monitored the proportion of effector/memory-like (E/M, CD44^hi^ CD62L^lo^) and naive-like (Naive, CD44^lo^ CD62L^hi^) CD4 cells within the CD4 cell population in peripheral blood (Fig. 2d). In a 3-week-old rKO1 mouse, the E/M and Naive subset constituted 76% and 16% of the total CD4 population, respectively (as opposed to 14% and 79% in the WT mice, Fig. 2d, top). TAM treatment (full dose) led to pronounced and progressive depletion of the E/M CD4 cells and simultaneous accumulation of the naive CD4 cells, which became apparent within 2 weeks after the treatment (Fig. 2d, e). The reciprocal changes in the abundance of the E/M vs. naive CD4 cells were not due to the conversion of the E/M to naive CD4 cells (Supplementary Fig. 1), and so might instead reflect the changes in their apoptosis/proliferation rates.

**Fig. 2:**
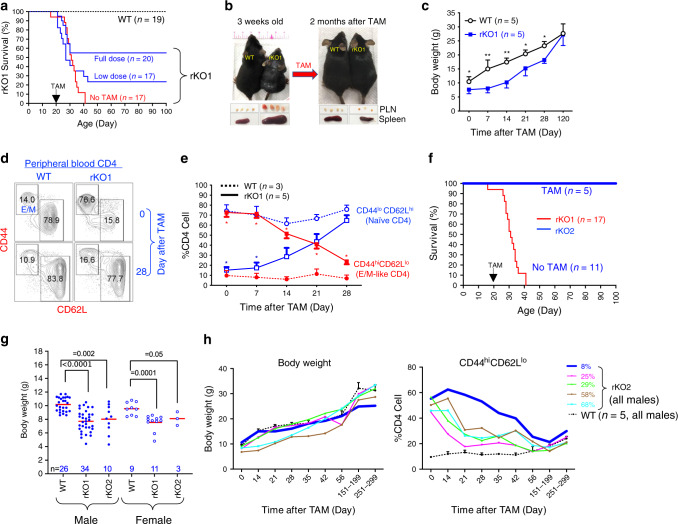
*Brg1* reexpression rescues rKO mice. **a** Survival of rKO1 mice. rKO1 mice were either *Brg1*^*F/*Δ*R*^*; FoxP3*^*YFP-Cre*^*; R26*^*CAG-FlpoER/CAG-FlpoER*^ males or *Brg1*^*F/*Δ*R*^*; FoxP3*^*YFP-Cre/YFP-Cre*^*; R26*^*CAG-FlpoER/CAG-FlpoER*^ females. Littermate controls were of the same genotypes, except that they carried either *Brg1*^*F/*+^ or *Brg1*^Δ*R*/+^ and were thus heterozygous for *Brg1*. For convenience, these controls were labeled “WT” throughout the paper. The rKO1 mice treated with the full dose of TAM lived significantly longer than rKO1 (*p* = 0.01, log-rank test). **b** Representative image of rKO1 mice before and after TAM treatment (full dose). **c** Body weight gain of rKO1 mice following TAM treatment (full dose). * and **P values ≤ 0.05 and 0.001, respectively. **d**, **e** Abundance of effector/memory-like (E/M) and naive CD4 cells in peripheral blood. TAM (full dose) was given to 3-week-old rKO mice (Day 0). Blue and red asterisks denote statistical significance when Naive and E/M CD4 frequencies, respectively, were compared between rKO1 and WT mice. *P values ≤ 0.05 and 0.001. **f** Low-dose TAM regimen fully rescued rKO2 mice (*P* = 0.0007, Student’s *t* test). For comparison, the survival curve for the rKO1 mice (**a**) is also displayed (red line). **g** rKO2 mice were nearly as runted as rKO1. **h** Body weight (left) and E/M CD4 cells (right) of the five TAM-treated rKO2 mice in **f**. The mean values (±SEM) of WT littermates are also plotted (dotted lines). As the rKO mice (bearing five to six alleles) were quite rare, the five mice were born and hence analyzed at different times, except for the last two time points when the mice from different litters were analyzed together (the mouse with 8% reversal analyzed on Days 151 and 251).

We conclude that reversing *Brg1* KO in all of the *Brg1*-deficient Treg cells as late as 10 days before the predicted median death date rescued 55% of the dying mice. However, in clinical settings, it is unfeasible to repair genetic defects in all of the target cells. Therefore, we repeated with the rescue experiment using the low-dose TAM regimen, which resulted in *Brg1* reexpression in variable fractions (10–50%) of Treg cells among different individuals (Supplementary Fig. 2A). Under this condition, 18% (3/17) of the dying rKO1 mice were rescued (Fig. 2a, low dose), with their inflammation resolved and body weight (largely) recovered (Supplementary Fig. 2A, B). *Brg1* reexpression proved more effective in rescuing the rKO2 mice, where inflammation was somewhat less devastating. In the absence of TAM, all but one (11/12) rKO2 mice died before Day 42 and the remaining mice died on Day 67, with the median survival being 38 days, which was only mildly longer than rKO1 mice (Fig. 2f). Furthermore, the rKO2 mice were nearly as runted as rKO1 (Fig. 2g). Thus, rKO2 mice were also very sick. Nevertheless, following the low-dose TAM treatment in 3-week-old mice, which restored *Brg1* expression in 8–68% Treg cells (measured on Day 14 after the treatment; Supplementary Fig. 2D), 100% (5/5) of the rKO2 mice survived (Fig. 2f, blue line), with their body weights catching up and inflammation subsiding over time (Fig. 2h). Remarkably, these changes were observed even in the mouse where *Brg1* expression was restored in only 8% of the Treg cells, despite quite severe inflammation before TAM treatment (Fig. 2h, thick blue line). Note that body weight might never fully catch up, remaining slightly lower than an age- and sex-matched littermate control even on Day 251 after TAM (25.2 vs. 28.8 g). Nevertheless, by Day 251, this mouse seemed to have become otherwise perfectly healthy, devoid of any overt sign of illness such as skin lesions and lethargy (not shown).

Collectively, these data reveal powerful effects of *Brg1* reexpression on the sick mice, with as little as 8% of *Brg1*-reexpressed Treg cells sufficient for the rescue in one case.

### *Brg1* reexpression produces superactivated Treg cells

To characterize *Brg1*-reexpressed Treg cells, we treated 3-week-old rKO1 mice with the low dose of TAM and compared gene-expression patterns in *Brg1*-deleted (GFP^+^) vs. *Brg1*-reexpressed (GFP^−^) Treg subsets isolated 7 days after TAM, when the GFP fluorescence in the *Brg1*-reexpressed subset had substantially decayed (Fig. 1f) to enable its clean separation from the GFP^+^ subset. This analysis would reveal the role of *Brg1* in partially activated Treg cells exposed to inflammation. As a control, we addressed the role of *Brg1* in Treg cells under the physiological condition. To this end, we compared *Brg1*-deleted (YFP^+^) and *Brg1*-sufficient (YFP^−^) Treg cells from the healthy, mosaic females (*Brg1*^*F/*Δ*R*^*; FoxP3*^*YFP-Cre/+*^; *R26* ^*CAG-FlpoER/CAG-FlpoER*^, where YFP-Cre was expressed in only half of the Treg cells due to random X inactivation; these mice also carried *R26* ^*CAG-FlpoER/CAG-FlpoER*^ just as the rKO1 mice in order to control for any potential nonspecific confounding effects of FlpoER expression when comparing DE genes between the two strains). As additional controls, we used Treg cells isolated from WT mice and from rKO1 mice not treated with TAM, the former being *Brg1*-sufficient while the latter *Brg1*-deficient, therefore comparable to *Brg1*-sufficient Treg cells from the mosaic females and the *Brg1*-deficient Treg cells from TAM-treated rKO1 mice, respectively. All the mice were 3–4 weeks old when sacrificed. 

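RNA of the total Treg cells was sequenced as 6 libraries, 1 per condition. They came from WT mice (Fig. 3b, lane 1), from the *Brg1*-sufficient (lane 2) and *Brg1*-deleted (lane 3) Treg cells of mosaic females, from untreated rKO1 mice (lane 4), and from the GFP+ *Brg1*-deleted (lane 5) and GFP− *Brg1*-reexpressed (lane 6) Treg cells of rKO1 mice on Day 7 after 12 µg/g TAM. Lanes 9–14 show the same 6 libraries for other genes. The paper describes cDNA made with the SMART-Seq v4 kit, which copies full-length transcripts from few cells, and paired ends read on an Illumina HiSeq. The authors deposited an FPKM value for each Ensembl gene, that is, its reads divided by the length of its exons and by a scaled total of the library. Each value was multiplied by the merged exon length of the gene in GENCODE release M21 (GRCm38) and by the scaled total of its library. This gave whole numbers in every library for 93.0% of the 26057 genes with reads. Another length did so for 1759 more. The reads recovered in this way are used throughout. By the definition of FPKM, each recovered read is a fragment, which was read from both ends. The recovered reads on genes, which the values here use, numbered 17406429 (WT), 23044734 (mosaic *Brg1*-sufficient), 24121305 (mosaic *Brg1*-deleted), 16349751 (untreated rKO1), 16630892 (GFP+) and 19382325 (GFP−). Counted as single ends, they come to between 32.7 and 48.2 M, where the paper states 25–60 M reads per sample. Expression values (CPM) were scaled with the trimmed mean of M-values.
With 1 library per condition, no difference has a replicate check. The 95% intervals given for folds are exact intervals of the reads and cover counting error only. As a yardstick, the differences within the pairs of libraries that the paper treats as comparable (lanes 1 and 2, and lanes 4 and 5) were used. The libraries of each such pair came from different mice. By the paper's description, lanes 2 and 3, and lanes 5 and 6, are instead subsets of the same mice. The yardstick does not measure the variation between such subsets and may be too wide for them. Near 50 CPM, 95% of the genes lay within 1.12 log2 units in the pair of lanes 1 and 2 and within 0.79 in that of lanes 4 and 5. A gene outside the wider range for its expression level is called beyond the library-to-library band. Where the narrower range of the rKO1 pair (lanes 4 and 5) gives another answer, it is stated, with the limit that this pair shares libraries with several comparisons. A gene with 3 reads or fewer was taken to be at the floor, and a fold against it is given as a lower bound.
*Smarca4*, the gene for BRG1 (ENSMUSG00000032187, chromosome 9, 21616169–21704230), had 1459 reads or 87.8 CPM in the WT library, 1634 reads or 76.9 CPM in the mosaic *Brg1*-sufficient library and 1146 reads or 47 CPM in the mosaic *Brg1*-deleted library. In the rKO1 mice it had 842 reads or 43.9 CPM without TAM, 661 reads or 36.0 CPM in the GFP+ library and 973 reads or 57.9 CPM in the GFP− library. The count takes in all exons, including those upstream of the gene trap in the ΔR allele. *Smarca4* was 1.64-fold higher in the mosaic *Brg1*-sufficient than in the *Brg1*-deleted library (95% interval 1.52–1.77), and 1.61-fold higher in the GFP− than in the GFP+ library (1.46–1.78). Both differences exceed counting error but lie within the library-to-library band. By the rKO1 pair alone, the mosaic difference lies beyond it (log2 0.71 against 0.59) and the rKO1 difference within it (0.69 against 0.74).

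**Figure D1:**
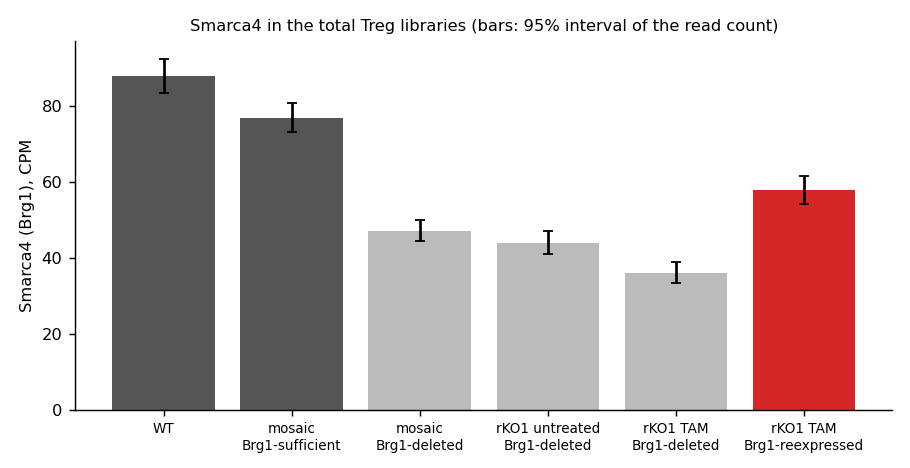
*Smarca4* expression (CPM, y axis) in the 6 total Treg libraries (bars), with the 95% interval of the read count as error bars. The 3 *Brg1*-deleted libraries lie between 36.0 and 47 CPM, and the other 3 between 57.9 and 87.8 CPM.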

*Brg1* deletion in the mosaic females and *Brg1* reexpression in rKO1 mice on Day 7 after TAM treatment affected 618 and 1352 genes, respectively, with only 241 genes shared, suggesting divergent roles of *Brg1* under the physiological vs. inflammatory conditions (Fig. 3a; see Supplemental Data for a complete list of these genes; raw data already deposited). 

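Genes were compared between the 2 libraries of each pair by the criterion in the legend of Fig. 3a, a difference of at least 2-fold, among genes with at least 5 CPM in either library. Of 9991 such genes in the mosaic females, 593 differed between the *Brg1*-sufficient and the *Brg1*-deleted Treg cells, with 382 higher and 211 lower in the *Brg1*-sufficient cells. Of 10326 genes in the rKO1 mice after TAM, 1313 differed between the *Brg1*-reexpressed and the *Brg1*-deleted Treg cells, with 681 higher and 632 lower in the *Brg1*-reexpressed cells. An exact negative binomial test at a biological coefficient of variation (BCV) of 0.4, a setting that allows for large variation between animals, left 27 and 38 of these genes. Such a test compares 2 libraries, not conditions. The paper describes the 2 libraries of each comparison as subsets of the same mice, so variation between animals may overstate the error here. Beyond the library-to-library band were 299 genes in the mosaic females and 698 in the rKO1 mice, or 934 and 1691 by the rKO1 pair alone. For scale, the same criterion gave 911 of 9998 genes between the WT and the mosaic *Brg1*-sufficient library, which share lanes 1–2 of Fig. 3b as *Brg1*-sufficient controls. The split into higher and lower genes depended on the scaling. By total count only, 300 genes were higher and 306 lower in the *Brg1*-sufficient mosaic cells. In the *Brg1*-reexpressed rKO1 cells, 373 were then higher and 1250 lower.
The mosaic and rKO1 comparisons share no library. Among the 9603 genes tested in both, 515 differed in the mosaic females and 946 in the rKO1 mice, and 233 of these were the same genes, against 50.7 for lists drawn independently. Of the 233 shared genes, 203 (87.1%) changed in the same direction, against 49.5% if directions were independent. These comprise 141 genes higher and 62 lower with BRG1 in both settings, while 30 went in opposite directions. Scaling by total count only turned the balance around, with 87 genes higher and 124 lower in both. Without the 2-fold requirement in the other comparison, 81.6% of the 515 genes and 79.5% of the 946 genes changed with the same sign in the other setting.

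**Figure D2:**
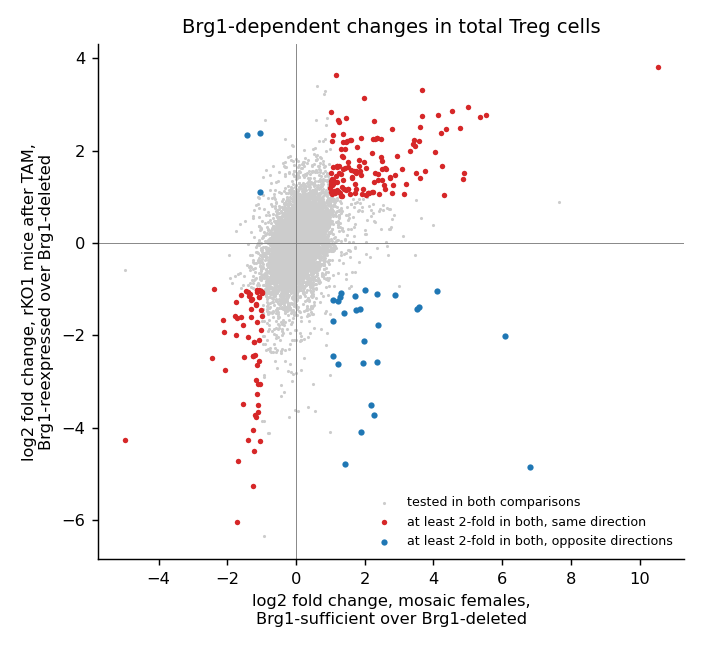
Each point is 1 of the 9603 genes tested in both comparisons, with its log2 fold change between the mosaic libraries (x axis) and between the rKO1 libraries (y axis), BRG1-expressing over *Brg1*-deleted. Red points are the 203 genes changed at least 2-fold in the same direction in both, and blue points the 30 changed in opposite directions, of which 27 were higher with BRG1 in the mosaic females and lower with it in the rKO1 mice.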

*Brg1*-target genes are of diverse functions, a conspicuous group being related to Treg function (Fig. 3b, lanes 1–8). These genes can be divided into two categories: the “naïve genes” that are predominantly expressed in naive Treg cells (*Bach2* and *Ccr7*)^19,22^, and “activation/effector function genes” preferentially expressed in activated/effector Treg cells, including many chemokine receptors (*Ccr1*,2,3,5,8,10 and *Cxcr3*)^23^, *Icos*^19^, *Tigit*^24^, *Klrg1* (ref. ^25^), *Prdm1* (ref. ^26^), and *Gzmb*^27^. 

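The naive gene *Bach2* (chromosome 4, 32238804–32586108) stood at 73.4 CPM in the *Brg1*-deleted library of the mosaic females, 54.4 CPM in their *Brg1*-sufficient library and 46.3 CPM in the WT library. *Ccr7* (chromosome 11, 99144196–99155077) stood at 676, 453 and 403 CPM in the same order. The mosaic *Brg1*-deleted library thus exceeded the mosaic *Brg1*-sufficient library 1.35-fold for *Bach2* and 1.49-fold for *Ccr7*, and the WT library 1.59-fold and 1.68-fold, all below 2-fold and within the library-to-library band, although by the rKO1 pair alone the differences from WT lie beyond it. Of the 20 activation/effector function genes, 16 were lower in the *Brg1*-deleted library than in both controls, each by at least 2-fold (15 of them by at least 2-fold when libraries were scaled by their total count only). *Prf1* was highest in the *Brg1*-deleted library, and *Ccr8*, *Gzmb* and *Gzmf* lay between the controls.
The mosaic *Brg1*-sufficient cells are YFP-negative and the *Brg1*-deleted cells YFP-positive, so the libraries differ in the sort and the *Foxp3* allele as well as in *Brg1*. The paper's methods describe a sort for YFP-positive cells only, which leaves the sort of the YFP-negative Treg cells unknown. From the *Brg1*-deleted to the *Brg1*-sufficient mosaic library, the median log2 fold change of the 17 activation/effector function genes with at least 5 CPM was 3.20, or 3.21 with genes at the floor taken at their bound, and 16 of the 17 were higher. It was 3.00 after the trend of the fold changes with gene length was removed, the alternative that moved it most. None of 10000 random lists matched on expression reached 3.20, although the study picked the list on these libraries, so that the comparison is not independent evidence. *Ccr2* rose 32.4-fold (95% interval 23.9–45.4), *Ccr10* 41.2-fold (22.4–87.8) and *Cxcr3* 18.6-fold (15.2–23.1). *Gzma* had 172 reads in the *Brg1*-sufficient library and 0 in the *Brg1*-deleted library, a difference of at least 65.7-fold. Among all called genes with at least 20 CPM in either mosaic library, the largest rises were those of *Ccr2*, *Il1r2* (log2 4.88) and *Ly6a* (4.86), and the largest falls those of *Nedd4* (−2.45), *Gm28437* (−2.38), a pseudogene whose reads are uncertain, and *D930028M14Rik* (−1.95).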

In the *Brg1* KO Treg cells within the mosaic females, the “naïve genes” were upregulated, while most of the “activation/effector function genes” repressed, relative to the *Brg1*-sufficient Treg cells in both the mosaic females and the WT mice (lane 3 vs. 1–2), confirming that the direct effect of *Brg1* deletion was to inhibit Treg activation^16^. Interestingly, in the rKO1 mice with severe inflammation, the *Brg1* KO Treg cells were partially/weakly activated, with the “naïve genes” repressed and some of the “activation/effector function genes” (i.e., *Cxcr3, Gzma, Gzmb*, and *Gzmf*) upregulated relative to the *Brg1*-sufficient controls (lane 4 vs. 1–2). These data reinforce the notion that *Brg1* KO impairs Treg activation, which triggers inflammation, leading to a secondary partial/weak Treg activation^16^. 

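In the untreated rKO1 library, *Bach2* was at 25.3 CPM, 1.83-fold lower than in the WT library and 2.15-fold lower than in the mosaic *Brg1*-sufficient library. *Ccr7* was 1.47-fold and 1.65-fold lower. These 4 differences lie within the library-to-library band, but by the rKO1 pair alone only that of *Ccr7* from WT does. *Gzmb* reached 968 CPM against 44.4 in the WT and 209 in the mosaic *Brg1*-sufficient library (21.8-fold and 4.64-fold), and *Gzma* 29.5 CPM against 2.83 and 8.10 (10.4-fold and 3.64-fold), all beyond the library-to-library band. *Cxcr3*, at 153 CPM, was 2.86-fold above the WT and 2.01-fold above the mosaic *Brg1*-sufficient library, the latter within the band (log2 1.01 against 1.10) but beyond it by the rKO1 pair alone (0.65), to which the untreated library belongs. *Gzmf* had 60 reads against 4 and 29 (12.7-fold and 2.29-fold), which is below 5 CPM in all 3 libraries, and 16.4% of its exon bases overlap another gene.
Of the 20 activation/effector function genes, 11 were higher in the untreated rKO1 library than in both controls and 6 of these at least 2-fold, namely *Ccl4*, *Cxcr3*, *Gzma*, *Gzmb*, *Gzmf* and *Havcr2*. Another 5 were lower than in both, with *Ccr2*, *Ccr3* and *Ccr10* at least 2-fold lower, and 4 lay between the controls. Scaling by total count only made these counts 14, 7, 4 and 2. The median log2 fold change of the list was 1.20 over WT, with 13 genes higher and 5 lower and no random list as high. Over the mosaic *Brg1*-sufficient library it was 0.09, with 10 higher and 8 lower and 1538 of 10000 random lists as high or higher. The study picked the list on these libraries, so the random lists are not independent evidence. The comparisons with WT and with the mosaic cells share the untreated library, which also differed from both controls in holding reads of Y-linked genes.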

As expected, in the rKO1 mice, following the low-dose TAM treatment that restored *Brg1* expression in a subset of Treg cells, the *Brg1*-deficient subset remained mostly unaffected, with the expression pattern comparable to that in the rKO1 mice without TAM treatment (lane 5 vs. 4). 

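Between the *Brg1*-deleted library of the treated rKO1 mice and that of the untreated ones, 500 of 10566 genes differed at least 2-fold, 236 higher and 264 lower after TAM. Of the 17 activation/effector function genes with at least 5 CPM, 7 were higher and 10 lower after TAM, with a median log2 fold change of −0.29, and 35 of 10000 random lists were as low or lower, although the study picked the list on these libraries. *Gzmb* was 2.80-fold lower and *Icos* 2.12-fold lower after TAM, whereas *Ccr1* was 4.33-fold, *Ccr2* 3.29-fold and *Ccr10* 3.06-fold higher. *Bach2* and *Ccr7* were 1.33-fold and 1.29-fold higher. *Cxcr3* was 1.53-fold lower. Among all called genes with at least 20 CPM in either library, the largest rises were those of *Xist*, which had next to no reads in the untreated library (log2 6.59), *Ccl1* (4.30) and *Ltb4r1* (3.61), and the largest falls those of *Gm15987* (−2.18), *Apobec3* (−2.08) and *Ighg1* (−1.93). Because this pair is 1 of the 2 that define the library-to-library band, the band cannot judge it. The 2 libraries came from different mice and also differ in *Xist* and Y-linked reads, so these changes cannot be assigned to TAM.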

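In rKO1 mice on Day 7 after TAM, *Bach2* fell from 33.7 CPM in the GFP+ *Brg1*-deleted library to 3.45 CPM in the GFP− *Brg1*-reexpressed library (620 and 58 reads), a 9.76-fold decrease (log2 −3.29, 95% interval −3.70 to −2.90). *Ccr7* fell 5.08-fold (log2 −2.35, −2.44 to −2.26). All 20 genes in the activation/effector group of Fig. 3b were higher in the GFP− library. The smallest rise was that of *Ccr1* (2.23-fold, 95% interval 1.67–3.01), and the largest that of *Gzma*, from 34.7 to 491 CPM (14.1-fold). *Gzmb* rose from 345 to 2516 CPM (7.29-fold, 7.10–7.48), *Gzmc* 8.92-fold, *Klrg1* 5.58-fold, *Tigit* 3.97-fold, *Icos* from 110 to 403 CPM (3.66-fold, 3.48–3.85) and *Prf1* 3.45-fold (2.66–4.52). Of the 20 genes, 18 were beyond the library-to-library band, the exceptions being *Ccr1* and *Ccr3* (*Ccr1* alone by the rKO1 pair). The median log2 fold change of the group was 1.94. None of 10000 random lists matched on expression was as high, but the study picked the group on these libraries, so that the comparison is not independent evidence. Scaled by total count only, which lowered the median of all genes by about as much, it was 1.59. Among all called genes with at least 20 CPM in either library, the largest rises were those of *Gzma*, *Itga2* (log2 3.33) and *Hist1h2ai* (3.31), a member of a family of near-identical histone genes, and the largest falls those of *Ccl1* (−4.82), *Tcrg-C1* (−4.77) and *Igfbp4* (−4.70).

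**Figure D3:**
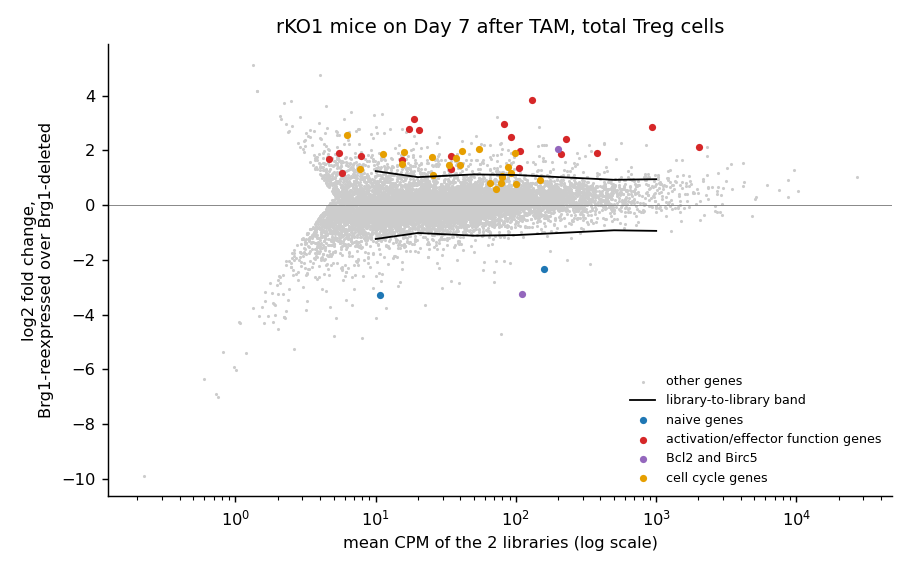
Log2 fold change (y axis) of the GFP− *Brg1*-reexpressed over the GFP+ *Brg1*-deleted rKO1 library against the mean expression of each gene in CPM (x axis, log scale), with genes of Fig. 3b in color and the library-to-library band as lines. The 20 activation/effector genes lie above 0, and *Bach2* (−3.29) and *Ccr7* (−2.35) below the band.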

In sharp contrast, the *Brg1*-reexpressed Treg subset in these mice became dramatically activated, as revealed by 5–10× repression of naive genes and 2–14× upregulation of all the activation/effector function genes relative to the partially activated, *Brg1*-deleted subset (lane 6 vs. 5). Thus, *Brg1* reexpression in the rKO1 mice led to Treg superactivation, the resultant superactivated Treg cells (“SuperTreg cells”) presumably highly potent. The data also demonstrate that although the *Brg1*-target genes were in general highly divergent in the mosaic (healthy) vs. rKO1 (inflamed) mice (Fig. 3a), the *Brg1*-controlled transcription program underlying Treg activation was conserved between the two distinct conditions, but with a twist: in the rKO1 mice, *BRG1* was able to upregulate the activation markers to much higher levels than in mosaic mice (lane 6 vs. 2), which seemed to reflect (in part) a synthetic effect of cytokine stimulation in the rKO1 mice (see further). 

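Between the *Brg1*-reexpressed rKO1 library (lane 6) and the *Brg1*-sufficient mosaic library (lane 2), 2162 of 10117 genes differed at least 2-fold. All 20 activation/effector function genes were higher in lane 6, 18 of them at least 2-fold, with a median log2 fold change of 2.10. *Gzma* was 60.6-fold, *Gzmb* 12.0-fold and *Lgals3* 10.7-fold higher, whereas *Ccr3* (1.48-fold) and *Ccr8* (1.82-fold) rose least. *Bach2* and *Ccr7* were 15.7-fold and 6.48-fold lower. Lane 6 held the highest value of all 6 libraries for each of the 20 genes, except *Ccl4* when libraries were scaled by total count only. For 16 of them, it exceeded every other library at least 2-fold (12 with scaling by total count only), and its lead over the next library ran from 1.15-fold (*Ccr3*, over WT) upward. The libraries of lanes 2 and 6 also differ in the presence of Y-linked reads, which only lane 6 of the pair contains. From the repression of naive genes and the rise of activation/effector genes in lane 6 vs. 5, the paper concludes that *Brg1* reexpression led to superactivation. From the same genes in the mosaic females and from lane 6 vs. 2, it concludes that the BRG1-controlled activation program was conserved and reached higher levels in the inflamed mice.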

Activated Treg cells are more apoptotic and proliferative than naive Treg cells^19^. Indeed, in SuperTreg cells, the pro-survival gene *Bcl2* was repressed, whereas the pro-apoptosis gene *Casp3* and many cell-cycle-promoting genes upregulated when compared with all other Treg types examined (Fig. 3b, lane 14 vs. 9–13). 

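*Bcl2* (chromosome 1, 106538178–106714274) was at 35.9 CPM in the SuperTreg library, the lowest of the 6 total Treg libraries, and at 341 CPM in the GFP+ *Brg1*-deleted cells of the same mice, a 9.49-fold decrease (log2 −3.25). All 22 proliferation genes of Fig. 3b were highest in the SuperTreg library, 14 of them at least 2-fold above every other library (11 with scaling by total count only). The lead over the next library ran from 1.51-fold for *Mcm4* over the mosaic *Brg1*-sufficient library to 4.20-fold for *Kif18b* over WT. Relative to the GFP+ library, the 22 genes rose by a median of 1.43 on the log2 scale, from 0.60 (*Mcm4*) to 2.57 (*Kif18b*), with 16 at least 2-fold higher and 14 beyond the library-to-library band (21 by the rKO1 pair alone). Between 12.5% and 15.1% of the exon bases of *Ccna2*, *Cdc25c*, *Kif4*, *Mcm7* and *Rfc4* overlap another gene, which leaves their exact values uncertain.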

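*Birc5* (ENSMUSG00000017716, chromosome 11, 117849251–117855743) was also highest in the SuperTreg library, at 404 CPM against 97.5 CPM in the GFP+ *Brg1*-deleted cells, a 4.15-fold rise (95% interval 3.94–4.37) beyond the library-to-library band. The WT library came next, 3.96-fold lower than the SuperTreg library.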

Curiously, the pro-survival *Birc5* was also upregulated in SuperTreg cells, perhaps reflecting a negative feedback effect (Fig. 3b, lane 14). FACS analysis confirmed that SuperTreg cells were more proliferative and apoptotic than the *Brg1*-deleted counterpart (Fig. 3c).

**Fig. 3:**
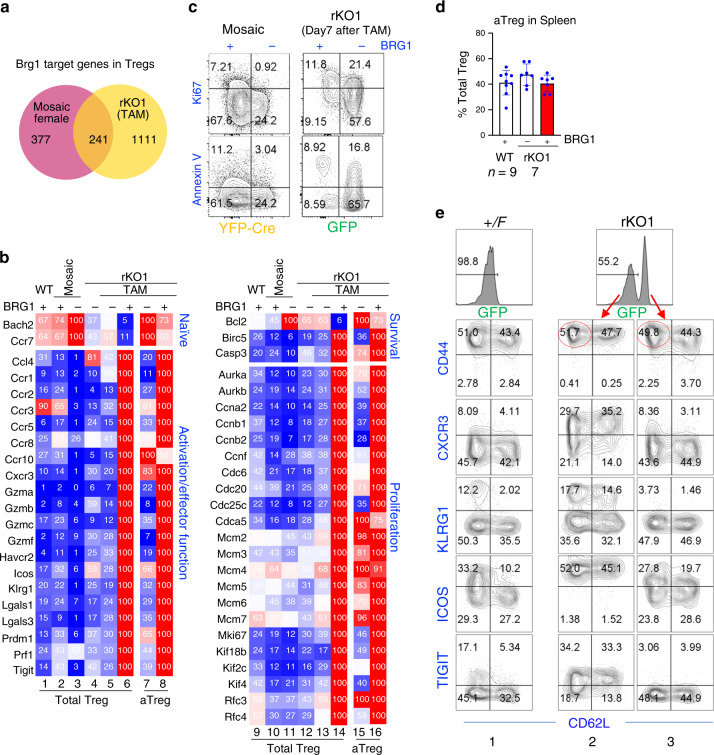
*Brg1* reexpression causes hyperactivation of both rTregs and aTregs. **a** Brg1-target genes from mosaic females and from rKO1 mice on Day 7 after TAM. The target genes were defined as those whose expression was affected ≥2× fold by BRG1. **b** Relative expression of representative Brg1 target genes associated with Treg function (lanes 1–8) or turnover (lanes 9–16). Total Tregs (1–6, 9–14) and aTregs (7–8, 15–16) were isolated and sequenced in two different experiments, and therefore relative expression calculated independently. **c** FACS analysis of proliferation and apoptosis in the Tregs from mosaic females (left) and from the rKO1 mice on Day 7 after TAM (right). The two mice were analyzed at different times. **d**, **e** FACS analysis of aTreg proportion (**d**) and Treg activation marker expression (**e**), showing that in rKO1 mice on Day 7 after TAM, Brg1 reinstated aTreg and rTreg, both expressed activation markers more frequently and, for CXCR3 and ICOS, to higher levels than normal aTregs. The circles in **e** denote the aTregs used for RNA seq in **b**, samples 7–8 and 15–16.

We next used FACS to further characterize marker expression on SuperTreg cells. Treg cells consist of two subsets with distinct functions: the highly suppressive “aTreg” (activated Treg, CD44^hi^ CD62L^lo^) enriched in cells expressing activation markers, and the “rTreg” (resting Treg, CD44^hi^ CD62L^hi^) with the opposite phenotype^28^. We found that in the WT control, aTreg cells constituted ~40% of total Treg cells (Fig. 3d), and that activation markers such as ICOS, TIGIT, KLRG1, and CXCR3, hardly detectable in rTreg cells, were each expressed in a fraction of aTreg cells with varying degrees of overlaps, resulting in highly heterogeneous aTreg population (Fig. 3e, column 1 and Supplementary Fig. 3). In rKO1 mice, *Brg1* reexpression did not increase the aTreg abundance (Fig. 3d), but caused more frequent expression of all the four activation markers among aTreg cells (Fig. 3e, column 2 vs. 3 and Supplementary Fig. 3), indicating the aTreg cells were further activated. Interestingly, marker expression was highly induced in rTreg cells (Fig. 3e, column 2), suggesting that rTreg cells also became hyperactivated. To validate and extend the FACS analysis, we used RNA seq to analyze aTreg cells from rKO1 mice. Indeed, for the most part, the *BRG1*-induced changes in the expression profiles revealed further activation of aTreg cells (Fig. 3b, lanes 7–8 and 15–16), although the fold changes were generally smaller than between GFP^+^ vs. GFP^−^ unseparated Treg cells, apparently because of their “cleaner background” resulting from the presence of rTreg cells.

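RNA of sorted CD44hi CD62Llo aTreg cells from rKO1 mice after TAM was sequenced as 2 libraries, 1 labelled GFP+ *Brg1*-deleted (lanes 7 and 15) and 1 labelled GFP− *Brg1*-reexpressed (lanes 8 and 16). The kit and the sequencer were those of the total Treg cells, but the experiment was run apart from them. For this reason, no difference in the CPM of a gene is drawn between aTreg and total Treg libraries. Only fold changes and, in the closing section, a ratio of genes within each library are set side by side. The reads recovered on genes numbered 17430124 in the library labelled *Brg1*-deleted and 19968342 in that labelled *Brg1*-reexpressed, and 9581 and 9711 genes reached 5 CPM. Of 21242 genes with reads, 99.9% gave whole numbers.
The records of the library titled *Brg1*-deleted differ among themselves, since its values are headed as WT and its genotype is given as F/F, whereas the genotype of the other library is given as F/+. The title, which matches Fig. 3b, is followed here. In these libraries, *Smarca4* went against the labels. It had 1259 reads or 71.2 CPM in the library labelled *Brg1*-deleted and 1169 reads or 59.4 CPM in the library labelled *Brg1*-reexpressed, a log2 fold change of −0.26 (95% interval −0.38 to −0.14), which is within the library-to-library band borrowed from the total Treg experiment. Each of 12 genes for subunits of the BAF complex, *Smarca4* among them, was lower in the library labelled *Brg1*-reexpressed. The direction of every aTreg difference therefore rests on the labels.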

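Between the aTreg libraries, 648 of 10036 genes differed at least 2-fold, with 441 higher and 207 lower in the library labelled *Brg1*-reexpressed, and 288 genes were beyond the library-to-library band (817 by the rKO1 pair alone). This direction follows the labels, which *Smarca4* does not bear out. The libraries also differ in sex-linked genes, with *Xist* at 42.4 CPM in the library labelled *Brg1*-reexpressed and 12.3 CPM in the other, and all 4 Y-linked genes examined lower in the former. Of the 18 activation/effector function genes with at least 5 CPM, 17 were higher in the library labelled *Brg1*-reexpressed and 12 at least 2-fold, with a median log2 fold change of 1.55. None of 10000 random lists reached it, although the study picked the list with these libraries at hand, so that this is not independent evidence. With the trend by gene length removed, it was 1.35. *Gzmb* rose 12.2-fold (95% interval 11.6–12.9), *Ccl4* 5.05-fold, *Gzma* 4.66-fold, *Ccr2* 3.80-fold, *Klrg1* 3.22-fold, *Tigit* 2.63-fold and *Prf1* 2.32-fold. *Gzmf* had 31 reads against 2 (at least 9.29-fold). *Ccr10* was 1.66-fold lower, the only gene of the list to fall. *Bach2*, *Ccr7* and *Bcl2* were 1.32-fold, 1.61-fold and 1.33-fold lower, and *Birc5* was 2.83-fold higher. The 17 proliferation genes with at least 5 CPM rose by a median of 0.57 on the log2 scale, and 16 of them were higher. The largest rises among called genes with at least 20 CPM in either library were those of *Igkv14-111* (log2 6.93), *Apol11b* (5.41) and *Hbb-bt* (5.20), whose reads are shared with its paralogs, and the largest falls those of *2610204G07Rik* (−2.87), *Jun* (−2.23) and *Prg4* (−2.08). *Igkv14-111* is an immunoglobulin gene and *Hbb-bt* a hemoglobin gene. Lists of plasma cell and erythroid genes rose as well, so RNA of other cells is not excluded as the source of these rises.
Set beside the change between the GFP+ and GFP− total Treg libraries, 18 of 19 activation/effector function genes with reads above the floor moved in the same direction, and 15 moved less. The exceptions, with a larger change in aTreg cells, were *Ccl4*, *Ccr1*, *Gzmb* and *Havcr2*. The median size of the change was 1.57 log2 units in aTreg and 1.99 in total Treg cells. Among the proliferation genes, 20 of 22 moved in the same direction and 21 moved less, by a median of 0.68 against 1.43. Of 972 genes changed at least 2-fold in total Treg cells and tested in both, 740 moved in the same direction and 884 (90.9%) moved less, with medians of 0.53 and 1.33. These genes were selected on their change in total Treg cells, which by itself favors a smaller change in any other pair of libraries. From FACS, where ICOS, TIGIT, KLRG1 and CXCR3 were more frequent on aTreg cells with *Brg1* reexpression, the paper concludes that aTreg cells were further activated. It then uses lanes 7–8 and 15–16 to check and extend this conclusion. It proposes that the folds between unseparated Treg cells were larger because of a cleaner background, which rTreg cells provide.

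**Figure D4:**
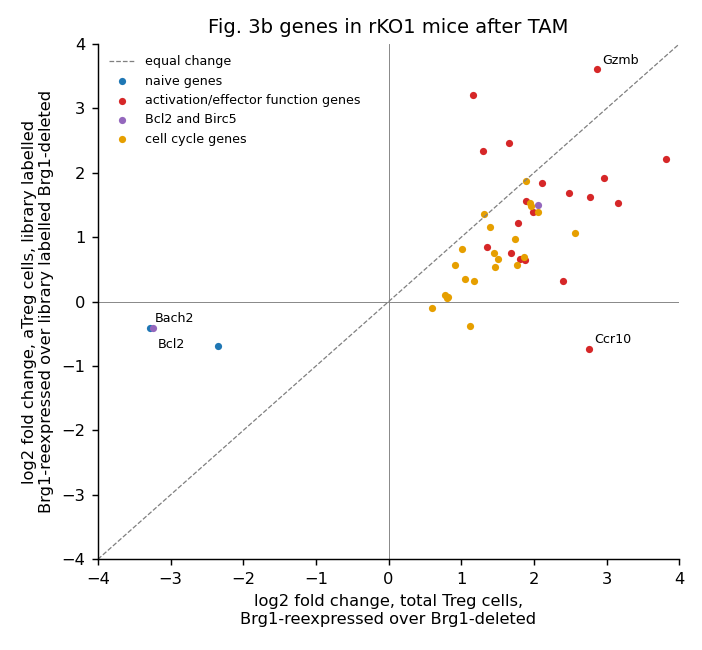
Log2 fold changes of genes of Fig. 3b between the total Treg libraries of treated rKO1 mice (x axis) and between the aTreg libraries (y axis), labelled *Brg1*-reexpressed over labelled *Brg1*-deleted, with equal change as a dashed line. *Gzmb* lies above the line, and *Ccr10* is the activation/effector gene that rose in total Treg cells and fell in aTreg cells.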

We conclude that *Brg1* reexpression caused hyperactivation of both aTreg and rTreg cells without changing their relative abundance. Of note, whether such activation of rTreg cells is sufficient to make them as suppressive as true aTreg cells is unclear.

### Treg cell hyperactivation requires cytokine signaling

We have begun to define the mechanism underlying gene hyperactivation in SuperTreg cells, namely, how *BRG1* in the inflamed rKO1 mice could upregulate the activation markers to much higher levels than *BRG1* in the healthy mosaic or WT mice (Fig. 3b, lane 6 vs. 1–2). To address this issue, we used *Cxcr3* as a model. *Cxcr3* marks the Treg subset specialized in suppressing the Th1 response^23^. It is a direct target of *BRG1* (ref. ^16^) and hyperactivated in SuperTreg cells (Fig. 3b). 

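*Cxcr3* (ENSMUSG00000050232, chromosome X, 101731535–101734269) was at 525 CPM (8827 reads) in the SuperTreg library and 99.7 CPM in the GFP+ *Brg1*-deleted Treg cells of the same mice, a 5.27-fold difference (95% interval 5.01–5.54). It exceeded the mosaic *Brg1*-sufficient library 6.93-fold (6.57–7.32) and the WT library 9.83-fold (9.17–10.5), each beyond the library-to-library band. In the aTreg library labelled *Brg1*-reexpressed, it was 1.25-fold higher than in that labelled *Brg1*-deleted, which is within the band.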

Importantly, *Cxcr3* is induced in response to IFNγ-STAT1 stimulation^23^. Given that *Cxcr3* is subject to joint regulation by *BRG1* and IFNγ-STAT1 pathway, our hypothesis is that in rKO1 mice with severe inflammation, Treg cells experience enhanced IFNγ-STAT1 stimulation, which can conceivably complement *BRG1* to induce strong *Cxcr3* expression. Indeed, in ~3-week-old rKO1 mice with severe inflammation, STAT1 phosphorylation in Treg cells was markedly elevated (Fig. 4a, left and middle). Interestingly, in contrast to IFNγ-STAT1, TCR signaling, as evidenced by AKT S473 phosphorylation, seemed unaltered in these Treg cells (Fig. 4a, histogram at the right).

**Fig. 4:**
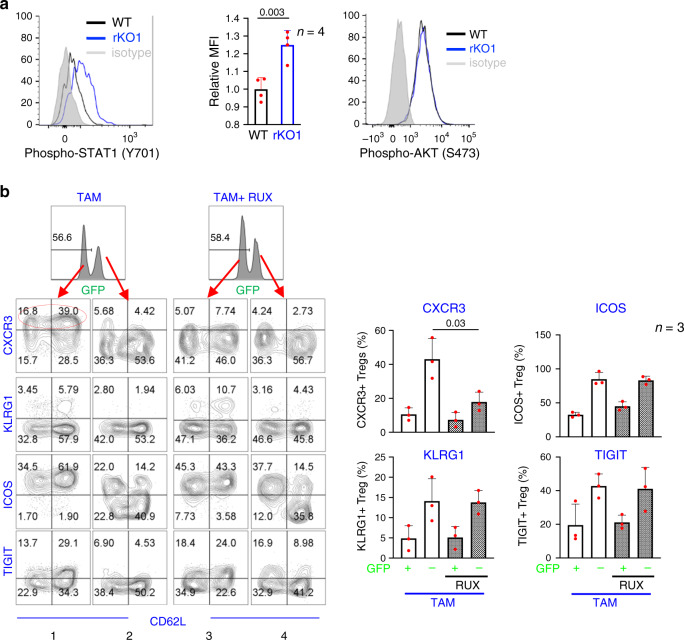
Enhanced Stat1 signaling helps BRG1 drive CXCR3 overexpression. **a** STAT1 and AKT signaling in splenic Tregs. To quantify STAT1 (Y701) phosphorylation, the STAT1 (Y701) MFI for rKO1 Tregs was normalized to the WT controls, the latter set as 1 (middle, where the values represent mean ± SD, *n* = 4). **b** Selective inhibition of CXCR3 expression by Ruxolitinib (RUX). Representative FACS plots were shown at the left (CXCR3 + Tregs in Brg1-reexpessed cells circled) and data displayed at the right. Cells were stained and analyzed as in Fig. 3e. Of note, RUX also appeared to affect CXCR3 in *Brg1*-deleted Tregs, but the effect is hard to quantify because CXCR3 expression was too low.

To verify the causal relationship between STAT1 phosphorylation and CXCR3 expression, we tested the ability of Ruxolitinib, an inhibitor of Stat1/2, to impair CXCR3 induction following *Brg1* reexpression. Mice were pretreated with Ruxolitinib for 2 days before low-dose TAM administration, and then maintained on Ruxolitinib for 7 more days before the analysis. On average, CXCR3 was detectable on 43% of *Brg1-*reexpressing Treg cells, which was indeed markedly reduced (to 18%) by Ruxolitinib (Fig. 4b, column 1 vs. 3, and the top-left graph at the right). This effect of Ruxolitinib was specific, not observed at the three other activation markers (ICOS, TIGIT, and KLRG1) examined (Fig. 4b).

Our data collectively suggest that *Brg1* reexpression acted in conjunction with inflammatory cytokines to convert *Brg1*-deleted Treg cells into hyperactivated SuperTreg cells.

### Enhanced function of SuperTreg cells in vitro and in vivo

We first evaluate the suppressive function of SuperTreg cells in vitro. To this end, dye-labeled conventional CD4 cells (Tconv) were stimulated with antigen-presentation cells and anti-CD3 for 5 days in the presence or absence of Treg cells before FACS analysis. In the absence of Treg cells, the majority of Tconv had undergone multiple rounds of division as revealed by progressive dye dilution (Fig. 5a, FACS plot 1). WT Treg cells inhibited proliferation in a dose-dependent manner, with the relative proliferation decreased to ~78% and ~56% of the control level at the Treg:Tconv ratios of 1:4 and 1:2, respectively (Fig. 5a, FACS plot 2 and bar graph at the right), which is comparable to that measured by [3H]thymidine incorporation we and others previously reported^16,25,29^. The *Brg1*-deleted Treg cells from rKO1 mice were of similar potency to WT Treg cells (FACS plot 3), whereas importantly, SuperTreg cells were ~2× as potent, reducing the proliferation to ~36% and ~28% at the Treg:Tconv ratios of 1:4 and 1:2, respectively (FACS plot 4 and bar graph at the right). SuperTreg cells were also more potent in killing, reducing the survival rates of Tconv to ~68% and ~56% at the Treg:Tconv ratios of 1:4 and 1:2, respectively, compared with >90% observed in the presence of WT and *Brg1*-deleted Treg cells under these conditions (Fig. 5a). It is noteworthy that the apparent killing efficiency of WT Treg cells in our assay was lower than that described in a previous study, where at the end of a 3-day incubation, WT Treg cells reduced Tconv survival rate by ~2× at the Treg:Tconv ratios of 1:2 and 1:1 (ref.^27^). This discrepancy arose perhaps because we incubated the cells for 5 days (instead of 3) before the analysis, which would lead to more extensive proliferation of the surviving Tconv and thus more severe dilution of the dead cells. The dead cells were also more likely to become undetectable (due to disintegration) by Day 5, further decreasing the ostensible Treg killing efficiencies in our assay. In any case, it is clear that SuperTreg cells displayed enhanced suppressive function in vitro. However, the enhancement was quite moderate, which could hardly explain the dramatic effect of SuperTreg cells in vivo. Indeed, among the *Brg1*-target genes listed in Fig. 3b, only Granzyme B has been shown to contribute to in vitro suppression (and perforin unexpectedly dispensable^27^), while multiple other target genes are apparently involved in Treg function only in vivo. These genes include the chemokine receptors mentioned above (*Ccr1*,2,3,5,8,1 and *Cxcr3*), whose upregulation predicts that SuperTreg cells should migrate to inflamed tissues more efficiently than the *Brg1*-deleted counterpart. 

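Between the SuperTreg and the *Brg1*-deleted library of the same rKO1 mice, *Ccr2* rose from 29.2 to 228 CPM (7.81-fold) and *Ccr10* from 7.83 to 52.8 CPM (6.74-fold, 95% interval 5.65–8.10). *Ccr8* rose from 65.5 to 167 CPM (2.55-fold, 2.39–2.74). All 3 were beyond the library-to-library band. *Ccr3* rose from 47 to 139 reads (3.23-fold, 2.31–4.60), a level at which the band is too wide to tell it from the difference between comparable libraries, as it is for *Ccr1*. By the rKO1 pair alone, *Ccr3* lies beyond the band (log2 1.69 against 1.38) and *Ccr1* within it.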

To prove the concept, we examined SuperTreg abundance in the liver from the rKO1 mice, using as a control the +/Δ*R* mice carrying a copy of the WT *Brg1* allele in combination with the reversible KO allele. The mice were treated with low-dose TAM, which reversed the KO (marked by loss of GFP expression) in a fraction of Treg cells in both strains. In the rKO1 mice, the reversal would convert the *Brg1*-deleted Treg cells to SuperTreg cells highly expressing the chemokine receptors, but the reversal would be inconsequential in the control mice already carrying the WT allele. We found that in the control +/Δ*R* mice, on Day 7 following TAM treatment, the frequencies of GFP^−^ Treg in the liver and spleen were comparable (~65% of total Treg cells on average in both cases; Fig. 5b, c, bar 3–4 and 10–11). In the rKO1 mice, the GFP^−^ Treg cells (namely SuperTreg cells) were of similar abundance to the GFP^+^ subset in the spleen (Fig. 5b, c, bar 5 vs. 6) but 10-fold more abundant than the latter in the liver (Fig. 5b) where the SuperTreg cells totaled ~65,000 (compared with ~6000 for the GFP^+^ subset; Fig. 5c, bar 13 vs. 12). We also treated the rKO1 mice with full-dose TAM, which converted all *Brg1*-deleted Treg cells into SuperTreg cells. In these mice, SuperTreg cells also accumulated in the liver (Fig. 5c, bar 14), significantly outnumbering (by 3.8-fold) those in the control rKO1 mice lacking TAM treatment (cellularity ~65,000 vs. ~17,000, Fig. 5c, bar 14 vs. 9). The SuperTreg cells in the rKO1 mice treated with low-dose TAM also outnumbered the control (bar 13 vs. 9), but the difference is insignificant due to large individual variations in the SuperTreg cellularity in these particular three rKO1 mice analyzed. As expected, the hepatic SuperTreg cells were as hyperactivated as the splenic counterpart (Supplementary Fig. 4A). To determine the functional consequence of the hepatic accumulation of SuperTreg cells, we focused on the conventional CD4 cells in the liver, as these cells are the key effector in the disease pathogenesis in the *scurfy* and, by inference, the rKO1 mice^30^. In rKO1 mice, the CD4 cells had infiltrated the liver, totaling ~0.7 million (compared with ~0.1 million in the WT mice; Fig. 5d, bars 6–7), which was reduced ~2.6-fold (to ~0.27 million) within 7 days following full-dose TAM treatment (bar 10); the same trend was observed following low-dose TAM treatment (bar 9). The CD4 cell depletion concomitant with SuperTreg accumulation led to a dramatic (~10-fold) increase in the Treg:Tcon ratio in the rKO1 mice following full-dose TAM treatment. To explore the mechanism of CD4 cell loss, we examined its apoptosis. Interestingly, there were ~2-fold fewer apoptotic/dead cells in rKO1 mice than in the WT mice, and importantly, TAM caused ~2-fold increases in the apoptosis (Fig. 5e). These data strongly suggest that following TAM treatment, SuperTreg cells emerging in the spleen and lymph nodes flocked to inflamed tissues to overwhelm inflammation (in part) by killing conventional CD4 cells. Of note, beside chemokine receptors and granzymes/perforin, some other *Brg1*-target genes could also contribute to SuperTreg potency in vivo, including ICOS important for the stability of FoxP3 expression^31^. Thus, SuperTreg cells may use multiple mechanisms to resolve the inflammation.

**Fig. 5:**
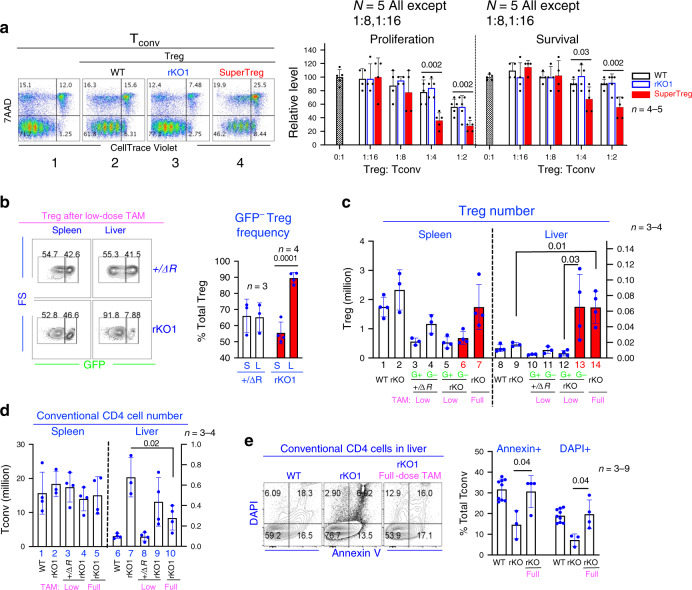
SuperTreg cell function in vitro and in vivo. **a** SuperTreg suppression in vitro. Conventional CD4 cells (Tconv), labeled with CellTracer, were stimulated with APC and anti-CD3 in the presence or absence of Tregs for 5 days before analyzing 7-AAD and CellTracer fluorescence. Representative FACS plots were shown at the left (Treg:Tconv = 1:4). The inverse of CellTracer MFIin total Tconv and the proportions of viable (7-AAD^−^) Tconv were taken as measures of Tconv proliferation and survival, respectively, which are displayed as the percentages of the control (Treg:Tconv = 0:1). *n* = 5 repeats for all the conditions, except 1:16 and 1:8 (*n* = 4); the data are pooled from four independent experiments. **b**, **c** SuperTreg accumulation in the liver. rKO1 mice were treated with TAM and analyzed 7 days later for Treg frequency (**b**) and number (**c**) in the spleen (S) and liver (L). In **b** low-dose TAM was used, leading to GFP loss in only a fraction of Tregs, as shown in the FACS plot and summarized in the bar graph. *+/*Δ*R* controls were *Brg1*^*+/*Δ*R*^*;FoxP3*^*YFP−Cre*^*; R26* ^*CAG-FlpoER*^. “WT” mice included +/Δ*R* and +/*F* mice as mentioned in Fig. 2a legend. G+ and G−, GFP+ and GFP− Treg subsets, respectively. In **c** *n* = 4 for all mice, except *rKO* and +/DR (*n* = 3). **d**, **e** The number (**d**) and death (**e**) of conventional CD4 cells. The bar graph in **e** summarizes total Annexin+ and total DAPI + conventional CD4 cells. Mice were described in **b**, **c** except that five more WT data points were pooled. In **d** *n* = 4 for all mice, except *rKO1* (*n* = 3); in **e** *n* = 9 (*WT*), 3 (*rKO*), or 4 (*rKO* full).

### The fate of SuperTreg cells in vivo

We have followed SuperTreg cells in the five TAM-treated rKO2 mice (Fig. 2h); these mice, treated with the low-dose TAM regimen, harbored both GFP^−^ and GFP^+^ Treg subsets, the former being SuperTreg cells, while the latter serving as an internal control for FACS analysis. Peripheral blood was drawn and the four Treg markers (KLRG1, ICOS, TIGIT, and CXCR3) monitored over time.

In the five mice, SuperTreg cells comprised 8–68% of total Treg cells in the blood on Day 14 after TAM (Fig. 2h). We were especially intrigued in the mouse harboring the least (8%) amount of SuperTreg cells (thick blue line, Fig. 2h). In this particular mouse, the KLRG1^+^ Treg subset, barely detectable within *Brg1*^−^-deleted (GFP^+^) Treg subset, accounted for as much as 21% of the SuperTreg population on Day 14 after TAM, which remained elevated thereafter, presumably reflecting the persistence of a certain degree of inflammation (Fig. 6a, rows 2–4; Fig. 6b, top left, pink line). By Day 14 after TAM, ICOS had been dramatically induced in SuperTreg cells, being expressed on (almost) all KLRG1^+^ and KLRG1^−^ subsets (as opposed to 21% in *Brg1*-deleted Treg cells; Fig. 6a, row 2, column 4). Interestingly, in contrast to KLRG1, ICOS expression in SuperTreg cells (and in *Brg1*-deleted Treg cells) declined over time to the baseline by Day 251 after TAM, occurring faster in the KLRG1^−^ subset (Fig. 6a, row 2, columns 3–8; Fig. 6b, bottom left), suggesting (partial) resolution of inflammation. Indeed, TIGIT and CXCR3, also induced on SuperTreg cells (albeit to less extents than ICOS), had similarly declined to (near) basal levels by Day 251 (Fig. 6a, rows 3–4; Fig. 6b, bottom), as was the abundance of the E/M CD4 cells in the peripheral blood (Fig. 2h, right). Of note, on Day 151 after TAM, the frequency of GFP^−^ Treg subset within the Treg population was markedly increased (to 20.6% from 9.5% on Day 56, Fig. 6a, row 1). To determine whether this increase was due to the accumulation of the GFP^−^ Treg subset and/or depletion of the GFP^+^ Treg subset, we examined the abundance of the two Treg subsets relative to that of conventional CD4 cells, finding that the increased frequency of the GFP^−^ subset was due to its accumulation, because the abundance of the GFP^+^ subset remained constant as compared with Day 56 (Fig. 6b, right, heavy lines). Interestingly, by Day 251, GFP^+^ subset had become partially depleted, while the GFP^−^ subset further accumulated (Fig. 6b, right, heavy lines, last time point). Further studies are needed to clarify the mechanism underlying these phenomena.

**Fig. 6:**
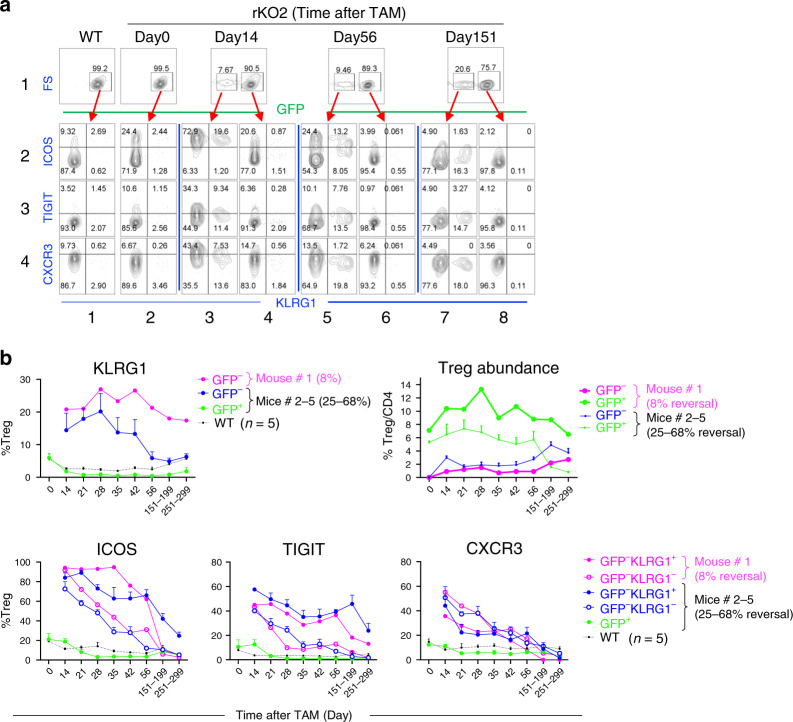
Fate of SuperTreg cells in vivo. **a** Peripheral blood cells from the rKO2 mouse with 8% GFP^−^ Tregs (Fig. 2h, thick blue line) were stained with a mixture of CD4, KLRG1, ICOS, TIGIT, and CXCR3 antibodies for the analysis of ICOS, TIGIT, and CXCR3 expression in KLRG1^+^ and KLRG1^−^ subsets (rows 2–4) within the GFP^−^ (columns 3, 5, and 7) and GFP^+^ (columns 1, 2, 4, 6, and 8) Treg populations. **b** Summary of the FACS results for the mouse analyzed in **a** (mouse #1), together with the four other mice in Fig. 2h (#2–5). For clarity, only the GFP^−^ subset is displayed for mouse #1 in all the plots, except the top-right plot, and only mean ± SEM is displayed for Mice #2–5. As the rKO mice (bearing five to six alleles) were quite rare, the five mice were born and hence analyzed at different times, except for the last two time points when the mice from different litters were analyzed together (the mouse with 8% reversal analyzed on Days 151 and 251).

In the remaining four rKO2 mice (#2–4), where *Brg1* was reexpressed in more (25–68%) Treg cells (Fig. 2h), the E/M CD4 cells were depleted far more rapidly (Fig. 2h, bottom), and all the activation markers (including KLRG1) decayed over time (Fig. 6b), consistent with more effective resolution of inflammation. The reciprocal changes in the abundance of the GFP^−^ vs. GFP^+^ Treg subsets were also observed (Fig. 6b, top right, thin lines). Finally, we also followed the fate of the three rKO1 mice treated with the low-dose TAM regimen, with similar findings (Supplementary Fig. 2C). We conclude that SuperTreg cells tended to lose the hyperactivated phenotype as the inflammation subsided, suggesting that the inflammatory environment was essential for maintaining Treg hyperactivation.

## Discussion

We propose the following model based on the current and the previous work^16^ (Supplementary Fig. 5). In WT mice, when antigens activate conventional T cells, Treg cells also get activated to restrict the immune response. In rKO mice, *Brg1* KO impairs Treg activation, leading to the onset of inflammation. As the inflammation intensifies, Treg cells get partially activated (partly) by inflammatory stimuli such as IFNγ, but this is insufficient to stop the ongoing inflammation (dotted line). Importantly, at this point, BRG1 reexpression (upon TAM treatment) can act in conjunction with the inflammatory stimuli to convert the defective Treg cells into hyperactivated SuperTreg population, in which not only the aTreg cells but also rTreg cells express higher levels of activation markers than WT aTreg cells (let alone WT rTreg cells). SuperTreg cells are highly potent, capable of resolving severe inflammation (solid line) and rescuing the dying mice, with a very small number (8% of total Treg cells) sometimes sufficient for the rescue (not depicted). The potency of SuperTreg cells results at least in part from their enhanced trafficking and suppression abilities. Importantly, as the inflammation subsides, SuperTreg cells reverse activation-induced changes, thus avoiding excessive/persistent immune suppression (not depicted). Of note, TAM treatment should also lead to *Brg1* reexpression in the Treg precursors in the thymus and bone marrow, and the nascent, *Brg1*-sufficient Treg cells might also contribute to the resolution of inflammation. However, this contribution might be minimal, given the low rate of T-cell production in adult mice, especially in the sick mice where the thymi were profoundly atrophic and DP virtually absent presumably as a result of inflammatory stress (Supplementary Fig. 6). It is also noteworthy that while SuperTreg cells were highly potent in rKO mice, they could not outperform WT Treg cells in preventing the weight loss in an IBD model established by injecting conventional CD4 cells into the Rag KO mice (Supplementary Fig. 4C). This is perhaps because the colitis model is established in the lymphopenic mice and different in many ways from rKO mice.

Despite years of research, treatment options for the IPEX(-like) disorders are limited mainly to immunosuppressive drugs and allogeneic hematopoietic stem cell transplantation (HSCT). Immunosuppressive therapy is beneficial only temporarily, as it fails to prevent disease progression in most patients, with the overall survival rate being only 65% at 24 years of age^7^. HSCT does not improve the survival rate, and furthermore, some patients cannot undergo HSCT due to limited donor availability or because their clinical manifestations are not severe enough to justify HSCT^7,32^.

An exciting alternative method to treat IPEX(-like) disorders is gene therapy^33^, and several approaches have been proposed, which entail ex vivo genetic manipulation of HSCs or conventional CD4 cells isolated from the patients, followed by transfer of the modified cells back into the patients^34–36^. Our study suggests a much simpler but powerful and perhaps safer approach that would bypass the ex vivo procedures. Specifically, in some IPEX(-like) patients, the Treg cells are dysfunctional but normal in numbers^33^. For such patients, viral vectors expressing gene editors might be systemically delivered, which would correct the Treg mutations and potentially convert them into SuperTreg cells. This conversion is plausible if the mutations compromise Treg activation in a reversible manner as in the case of *Brg1* KO. Alternatively, the mutations might not affect Treg activation, but block some other aspects of Treg function. In this case, the defective Treg cells should already be hyperactivated prior to gene therapy, and if the particular Treg defects are (partially) reversible, then repairing the mutations might suffice to convert the Treg cells into SuperTreg cells. This strategy would not only be simple and powerful, but also safe in the sense that it is free from the risk of “drug over dose” (SuperTreg cells get deactivated as the inflammation subsides, thus avoiding excessive immune suppression), in contrast to strategies like infusion of exogeneous Treg cells. Importantly, a lentiviral vector has been developed that can transduce 7% of human CD4 cells in mice following a single i.p injection^37,38^. As conversion of only 8% of defective Treg cells into SuperTreg cells could suffice for the rescue in our mouse model, some therapeutic benefits could perhaps already emerge even when only 7% of Treg cells in the patients are transduced. Finally, a recent elegant study demonstrates that *FoxP3*-deficient Treg cells could be functionally restored by manipulating metabolic pathways^39^. Our strategy is of course not mutually exclusive with such treatments.

## Methods

### Mice

*Brg1*^*ΔR*^ allele was generated using traditional gene targeting strategy as described for the *Baf57*^*ΔR*^ allele^21^, except that the homology arms in the *Baf57*^*ΔR*^ targeting construct were replaced with the sequences from the *Brg1* locus (Fig. 1a). The rKO mice were then created by introducing *Brg*^*F*^ (ref. ^40^), *R26*^*CAG-FlpoER*^ (ref. ^41^) (JAX 19016), and *FoxP3*^*YFP-Cre*^ (ref. ^42^) (JAX 016959) into the *Brg1*^Δ*R/+*^ mice. Before being bred to generate the rKO mice, the *Brg1*^*ΔR*^ mice (created on mixed C57BL/6;129 Sv background) had been backcrossed for 3 generations to C57BL/6, and all other strains for >8 generations. All animals were housed under the SPF condition at ~20 °C with ~50% humidity. Male and female mice of different ages (20–299 days) were used in this study as indicated in the figure legends.

### Tamoxifen treatment

For full-dose regimen, 50 mg of tamoxifen (TAM, Sigma Aldrich) was added to 900 µl of corn oil plus 100 µl of 100% ethanol (50 mg/ml final concentration), and dissolved by incubation at 55 °C for 30 min. The solution can be stored at −20 °C. The drug was delivered (typically into 3-week-old mice) via oral gavage at 10 µl/g body weight, once a day for 2 consecutive days. Low-dose regimen was identical, except that the drug was at lower concentration (1.25 mg/ml) and delivered by a single gavage, translating to 40 × less TAM as compared with the full dose regimen. While the full-dose regimen invariably caused complete deletion of the gene-trap cassette, the low-dose regimen produced variable, highly unpredictable deletion, with the efficiencies ranging from 7 to 70% in different individuals.

### Ruxolitinib treatment

Three-week-old mice were given ruxolitinib (LC LABS, 60 mg/kg in PBS/0.1% Tween 20) via oral gavage once daily for 2 days before low-dose TAM administration. The mice were maintained on ruxolitinib for 7 more days before analysis.

### Flow cytometry

Lymphocytes were isolated from the spleen and lymph node by crushing the tissues over a 20-μm cell strainer (Becton Dickinson). To isolate intrahepatic lymphocytes, the liver in anesthetized mice was perfused with PBS via the portal vein until the liver was opaque, and then pressed through a 70-μm cell strainer (Becton Dickinson). The total liver cells were then resuspended in a 40% isotonic Percoll solution (Amersham Pharmacia Biotech) underlaid with a 60% isotonic Percoll solution. After centrifugation for 20 min at 900*g*, lymphocytes were recovered at the 40/60% interface and washed once with PBS before use. Cells were stained with antibodies and analyzed using FACS Fortessa (BD Biosciences) and sorted using FACSAria (BD Biosciences). Phospho-STAT1 and phospho-AKT in splenic Treg cells were detected using the following cocktail and the Transcription Factor Buffer Set (BD Pharmingen, 562574): CD4-BV650 or CD4-APC (RM4-5, Biolegend), FoxP3-Percp5.5 (R16-715, BD), Stat1 (pY701)-PE-Texas Red (4A, BD), and AKT (pS473)-BV421 (M89-61, BD). To minimize sample-to-sample variation of phospho-STAT1 and phospho-AKT signals, WT and rKO1 splenocytes were stained with CD4-BV650 and CD4-APC, respectively, before the cells were pooled and stained with the remaining antibodies. The cells in Fig. 4 were analyzed with the following cocktail: CD4-BV650 (Biolegend), CD25-BV605 (PC61, Biolegend), ICOS-PE (15F9, Biolegend), CXCR3-APC (Cxcr3-173, eBiosciences), KLRG1-BV421 (2F1, BD), and TIGIT-APC-R700 (1G9, BD). Other antibodies used include CD44-PE-Cy7 (IM7, Biolegend), CD62L-APC (MEL-14, Biolegend), and KI-67-PE (16A8, BD). FACS data were analyzed by Flowjo 10.6.1.

### Gene-expression profiling by RNA seq

Lymphocytes from lymph nodes and spleens from 3- to 4-week-old mice were first magnetically depleted of non-CD4 cells before electronic sorting of Treg cells (CD4^+^CD25^+^YFP^+^) or aTreg cells (CD4^+^CD25^+^YFP^+^CD44^hi^ CD62L^lo^). Total RNA was isolated from 0.1 million Treg cells using RNAprep Pure Micro Kit (TIANGEN), and cDNA synthesized from mRNA using SMART-Seq® v4 Ultra™ Low Input RNA Kit (Clontech). The library was then constructed and sequenced on IlluminaHiSeq platform with the PE150 strategy, which yielded 25–60 million reads per sample. To identify differentially expressed (DE) genes between the *Brg1*^+^ and *Brg1*^*−*^ Treg subsets in mosaic and TAM-treated rKO1 mice, the count data were TMM normalized, the genes <5 cpm for both subsets filtered out, and the *p* values adjusted by the Benjamini and Hochberg method. DE genes are defined as those with absolute fold changes ≥2 and *padj* < 0.05.

### In vitro suppression assay

Conventional CD4 and Treg cells were isolated from PLN and spleens from 3- to 4-week-old mice. CD4^+^ cells were first enriched using Mouse CD4 T Cell Isolation Kit (Biolegend) before electronic sorting. *Brg1* KO Treg and SuperTreg cells were isolated from rKO1 mice before and 7 days after TAM, respectively, while *Brg1*-sufficient littermates (*Brg1*^*F/+*^*; FoxP3*^*YFP-Cre(/YFP-Cre)*^*; R26*^*CAG-FlpoER/CAG-FlpoER*^) used as the source of conventional CD4 cells (CD4^+^CD25^−^YFP^−^) and WT Treg cells (CD4^+^CD25^+^YFP^+^). The purity of conventional CD4 and Treg cells exceeded 95% and 90%, respectively. To assess Treg function, conventional CD4 cells (5 × 10^4^) were labeled with CellTrace Violet (GIBCO) and stimulated with *Rag1*^*−/−*^ splenocytes (5 × 10^4^) plus 1 µg/ml anti-CD3e in the presence of indicated numbers of Treg cells. Five days later, the cells were stained with 7^−^ AAD and anti-CD4-APC before flow cytometrical analysis of proliferation and survival of the conventional CD4 cells. *Statistics*: Unless stated otherwise, an unpaired Student’s *t* test (two tailed) was performed to test for statistical significance, with the values representing mean ± SD (Figs. 2c, 3d, 4a, b, 5a–e) or mean ± SEM (all other cases). Where indicated, * and ** signify *p* values ≤ 0.05 and 0.001, respectively. All statistics were calculated using Prism 8 (GraphPad).

### Study approval

All mouse studies were approved by the IACUC at the Shanghai Institute of Biochemistry and Cell Biology, Chinese Academy of Sciences, and conducted in an AAALAC-accredited facility in compliance with the relevant regulations.

## Supplementary information

Supplementary Information

## Data Availability

RNA-seq data have been deposited in the Gene Expression Omnibus and are available under the accession code GSE132562. Raw data for figures are provided in the Source Data file. All other data are available in the paper and its Supplementary files or from the author upon request.

## Source Data

Source Data

# Supplementary material for: In situ conversion of defective Treg into SuperTreg cells to treat advanced IPEX-like disorders in mice
**Source:** Nat Commun. 2020 Jun 3;11:2781. doi: 10.1038/s41467-020-15836-2
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Information

Li et al.

A reversible gene KO strategy reveals therapeutic potentials  
of defective Treg cells

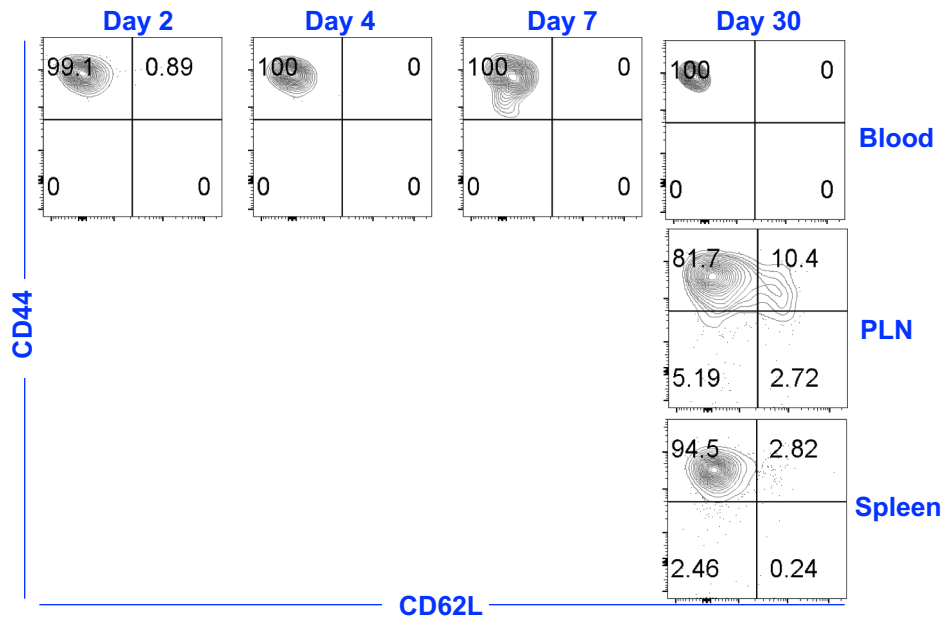

**Supplementary Figure 1.** E/M CD4 did not change to naïve CD4 *in vivo*. E/M CD4 cells were isolated from rKO1 mice, labeled with Celltracer Violet before adoptive transfer into an rKO1 mouse just treated with the full dose of TAM. The labeled E/M cells remained CD44<sup>hi</sup>CD62L<sup>lo</sup> in the blood, and some of them in the LN and spleen expressed CD62L one month after the transfer. However, none of them was converted to CD44<sup>lo</sup>CD62L<sup>hi</sup> naïve CD4 cells.

A

## Peripheral blood Tregs

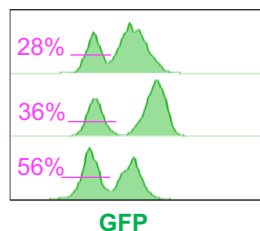

B

## Body Weight

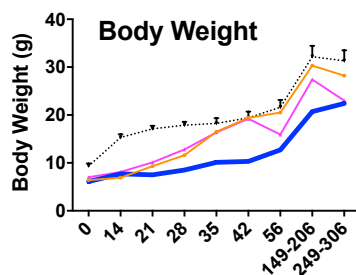CD4<sup>hi</sup>CD62L<sup>lo</sup>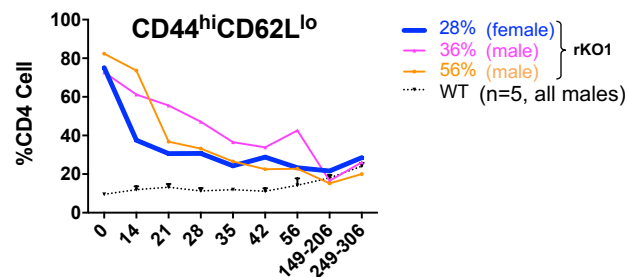

C

## KLRG1

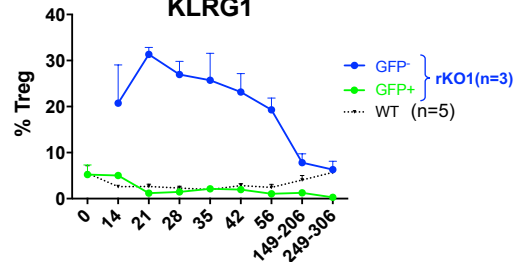

## Treg abundance

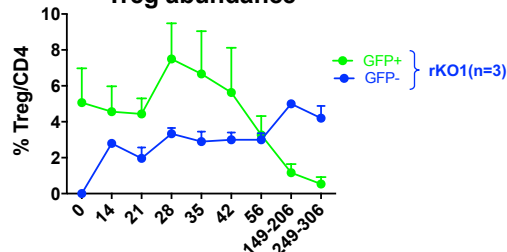

## ICOS

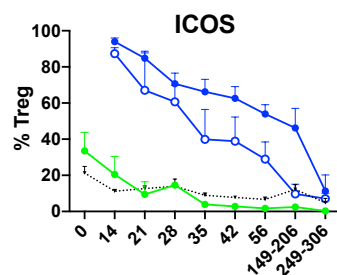

## TIGIT

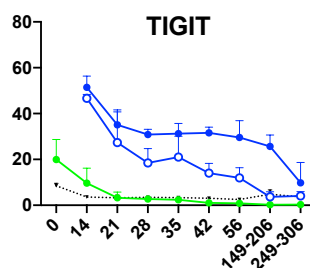

## CXCR3

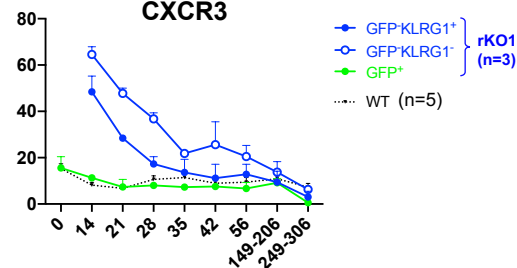

D

## Peripheral blood Tregs

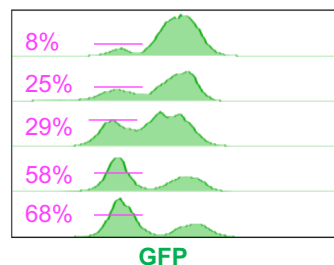

## Supplementary Figure 2. rKO1 and rKO2 mice rescued by TAM (low dose)

(A-C) The three rKO1 mice. Shown are their KO reversal rates (A), body weight and blood E/M CD4 cells (B) and SuperTreg fate (C). The mouse with least *Brg1* re-expressed Tregs (28%) is highlighted with thick blue line. As the rKO mice (bearing 5-6 alleles) were quite rare, the 3 mice were born and hence analyzed at different times, except for the last two time points when the mice from different litters were analyzed together. The control mice were the same as those used for the rKO2 mice (Fig. 2H; Fig. 6). One of the rKO1 mice got very sick after TAM injection, and so we did not collect the blood for FACS on Day 14 and 21. (D) The KO reversal rates of the 5 rKO2 mice described in Fig. 2F, Fig. 2H and Fig. 6

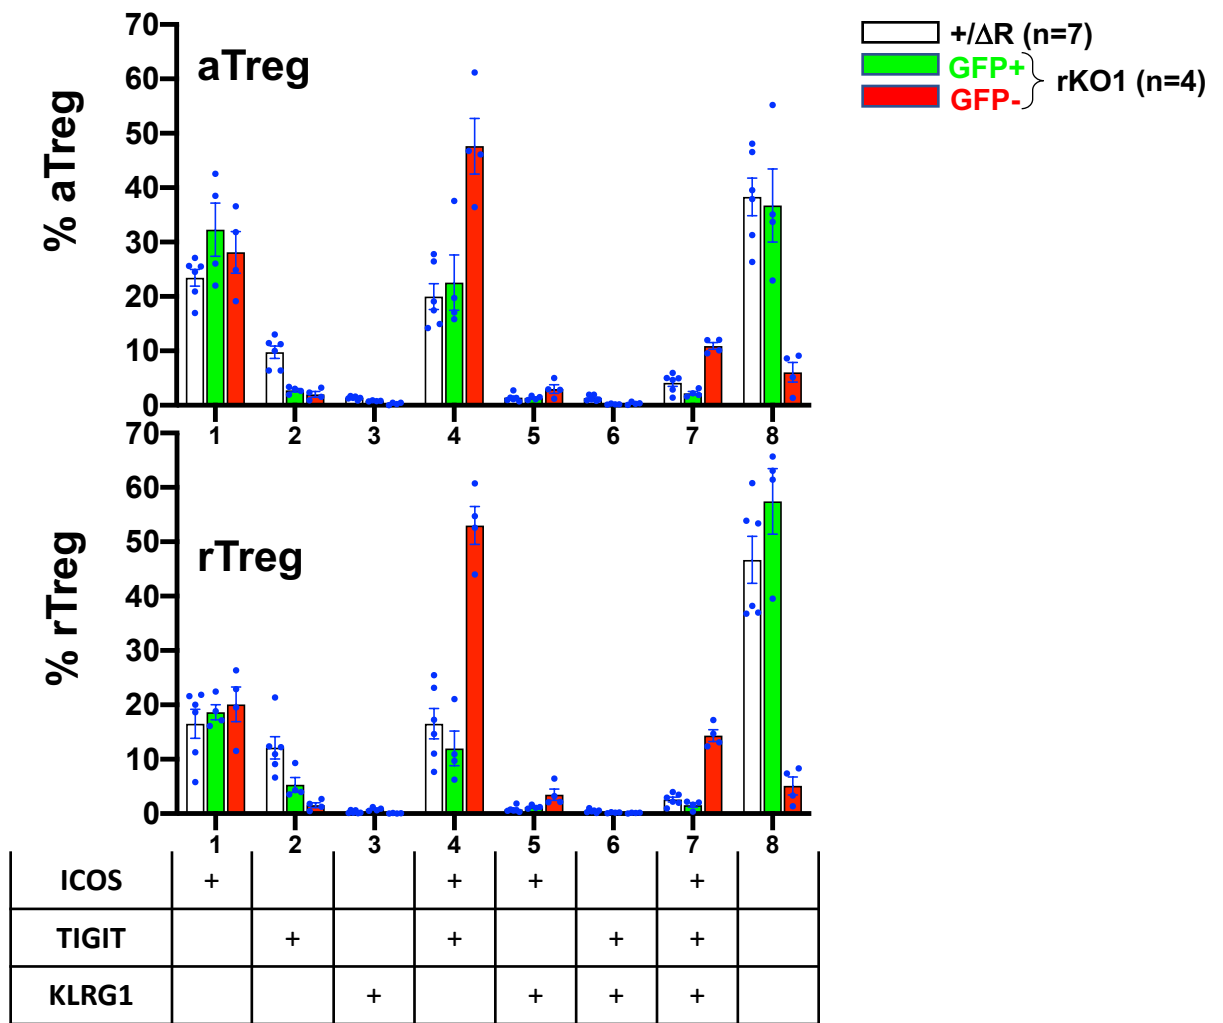

**Supplementary Figure 3. Heterogeneity in marker expression.** Tregs could be classified into 8 subsets based on the expression of ICOS, TIGIT and KLRG1, the three markers co-stained in our assay. In both aTregs and rTregs, Brg1 reexpression increased Subset 4 (ICOS<sup>+</sup>TIGIT<sup>+</sup>), 5 (ICOS<sup>+</sup>KLRG1<sup>+</sup>) and 7 (ICOS<sup>+</sup>TIGIT<sup>+</sup>KLRG1<sup>+</sup>) while depleting Subset 2 (TIGIT<sup>+</sup>) without affecting Subset 1 (ICOS<sup>+</sup>) and 6 (KLRG1<sup>+</sup>TIGIT<sup>+</sup>). Overall, marker expression was greatly increased and so the cells lacking marker expression (Subset 8) severely depleted.

A

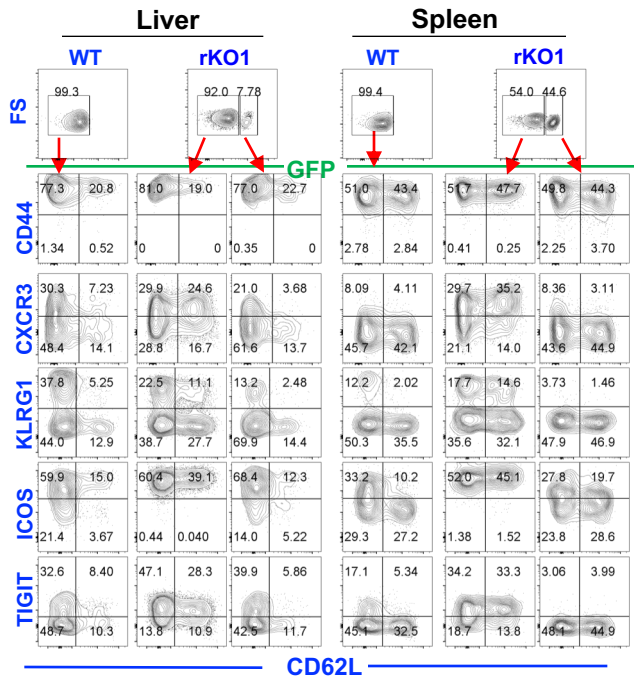

B

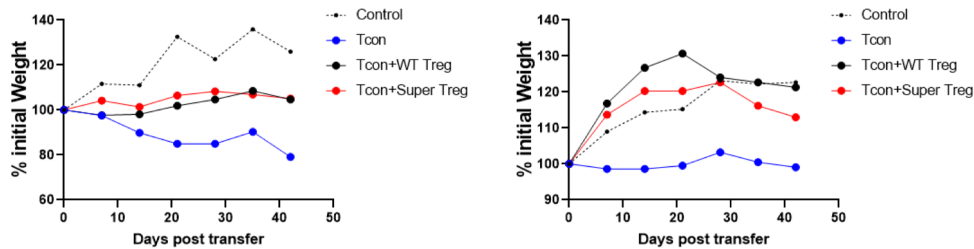

### Supplementary Figure 4. Treg function in vivo

(A) Hepatic SuperTregs were hyperactivated as the splenic counterpart, although rTregs were relatively depleted in hepatic Treg pool presumably because CD62L retarded trafficking to inflamed tissues. (B) SuperTregs were of similar potency to WT Tregs in preventing weight loss in an IBD model. 6wks-old Rag2 KO males were adoptively transferred with 0.4 million naïve CD4 cells from B6 mice alone or in combination with 0.25 million Tregs, and body weight monitored thereafter.

Shown are two independent experiments (n=1 in each case).

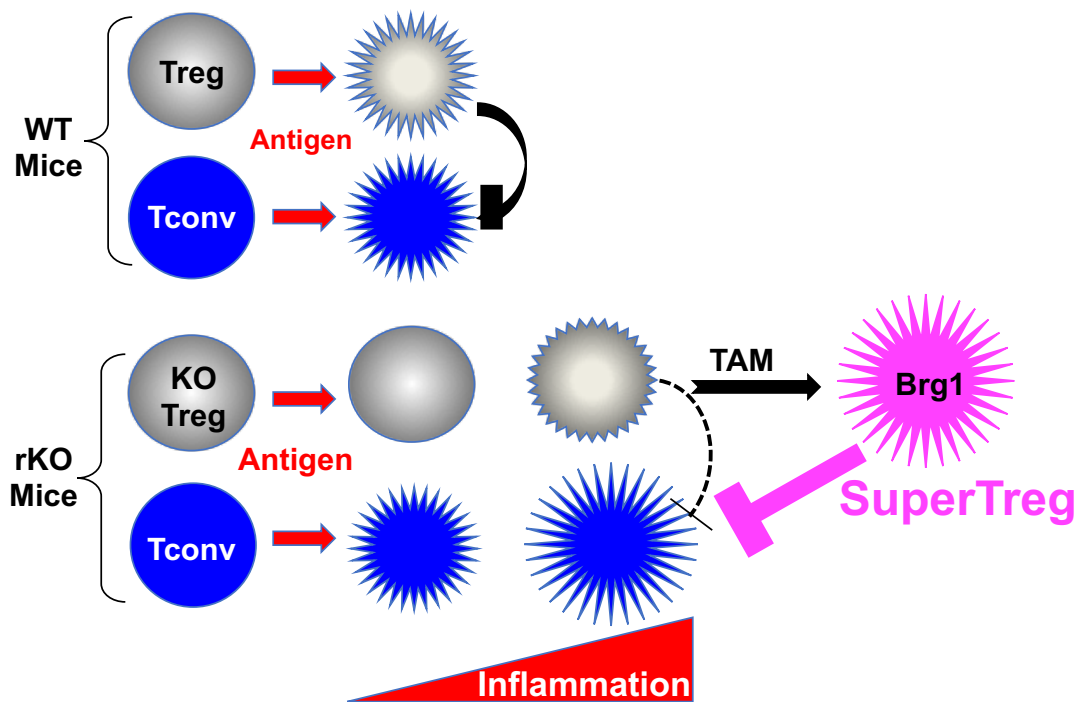

**Supplementary Figure 5. A model.** See text for detail.

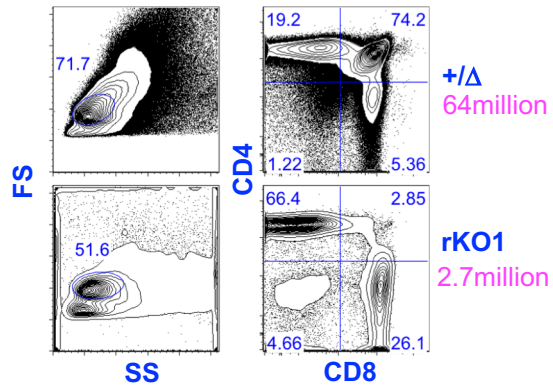

**Supplementary Figure 6. Thymocytes in 3-wk-old  $rKO1$  mouse.** Cells were stained with CD4 and CD8 antibodies before analysis. DP was virtually absent, consistent with a dramatic decrease in thymocyte number (from 64 million to 2.7 million).

How the deposited data were processed for this re-analysis (not part of the article)

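RNA sequencing of mouse Treg cells was re-examined in 8 libraries, 1 per condition. In the total Treg experiment, 6 libraries came from WT mice, from Brg1-sufficient and Brg1-deleted Treg cells of mosaic females, from untreated rKO1 mice, and from GFP+ Brg1-deleted and GFP− Brg1-reexpressed Treg cells of rKO1 mice on Day 7 after TAM. In the aTreg experiment, 2 libraries came from GFP+ and GFP− aTreg cells of rKO1 mice after TAM. Conditions were taken from the sample titles. The aTreg library titled Brg1-deleted has values headed as WT and a genotype given as F/F. There the title, which matches the paper's Fig. 3b, was used, and the library is called by this label. By the paper's methods, 0.1 M sorted cells per sample were taken from mice aged 3–4 weeks.

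The files deposited by the authors hold FPKM values, fragments scaled by exon length and by a library total, for 53465 gene identifiers. The alignment and counting programs, the genome build and the annotation were not found in the paper or in the descriptions of the files. The statistical design assumed counts, so reads were recovered first. Each FPKM value was multiplied by the merged exon length of the gene in GENCODE release M21 (GRCm38) and by the library total that turned the values into whole numbers. Of the identifiers, 53274 were in the annotation and 191 were not. In the total Treg experiment, the values of 93.0% of 26057 genes with reads became whole in every library, and 1759 more did so with a length estimated from their own values. In the aTreg experiment, this held for 99.9% of 21242 genes. The total that the FPKM values imply was 0.872, 0.903, 0.986, 1.08, 1.00 and 0.815 times the recovered reads in the 6 total Treg libraries in the order above, and 1.00 times in both aTreg libraries. The paper's own sheet of the mosaic comparison, of which 376 genes were held here against the 618 that the paper counts, gave the same reads in both libraries for 366 genes (97.3%). As only part of that sheet was held, no overlap or enrichment was computed on it.

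By the definition of FPKM, a recovered read is a fragment with 2 sequenced ends. The recovered reads on genes ranged from 16349751 to 24121305 per library, so that 1 read equals between 0.0410 and 0.0602 CPM. Between 9435 and 10313 genes per library reached 5 CPM. The 20 most abundant genes took between 11.3% and 17.1% of the reads. A gene with 3 reads or fewer in a library was treated as at the floor.

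All steps were written in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Libraries were scaled by an own implementation of the trimmed mean of M-values (TMM), over the 2 libraries of a comparison for counts of changed genes and over all libraries of an experiment for CPM, single genes and lists. Log2 fold changes used a prior of 0.125 reads. A gene was tested with at least 5 CPM in either library and called when it differed at least 2-fold, the criterion in the legend of Fig. 3a. The paper's methods also name an adjusted p threshold of 0.05 without a dispersion. An own exact negative binomial test at a BCV of 0.1 with Benjamini-Hochberg adjustment was therefore run as the test of the design, and it called the same genes as the fold alone in all 6 comparisons that the design names. In the design that test was the main criterion and the fold alone an alternative, and they changed places once the files turned out to hold FPKM in place of counts. No model with replicates can be fitted with 1 library per condition, and no p-value is given. In all, 11 comparisons of 2 libraries each were made. Overlaps were counted only between comparisons that share no library.

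The library-to-library band is the 95th percentile of the absolute log2 fold change among the 500 genes nearest in expression, in each pair of libraries that the paper treats as comparable (WT and mosaic Brg1-sufficient, untreated and treated Brg1-deleted rKO1), and the wider value was used. It is set mostly by the WT and mosaic pair, so that the band of the rKO1 pair alone was added as an alternative after the data were seen. For aTreg cells, the band is borrowed from the total Treg experiment. Intervals for single genes are exact 95% binomial intervals of the reads of the 2 libraries.

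The median log2 fold change of a gene list was placed among those of 10000 random lists of the same size, each member replaced by 1 of the 200 genes nearest in expression (random seed 1). There were 20 lists. The groups of 47 genes in Fig. 3b (naive, activation/effector and proliferation among them) were picked by the study. The others included other naive or resting T cell genes, other activated Treg genes, other cell cycle genes, T cell receptor (TCR) early response, cell stress and dissociation, B cell, plasma cell, myeloid cell, CD8 T or NK cell, erythroid cell, Treg identity, sex-linked genes and subunits of the BAF complex. Results for some genes and lists are not reported here. A second erythroid list, of which 13 of 14 genes were found in the annotation, and a list of genes that escape X inactivation were added afterwards for the tests in the closing section. The genes named are those of Fig. 3b, Smarca4, Foxp3, Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, members of a list where the list is reported, and in each comparison the 3 called genes with the largest rise and the 3 with the largest fall among genes with at least 20 CPM in either library. Any other gene named was chosen after its values were seen.

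The comparisons, the 18 lists other than the added pair, the rule for named genes and the following alternatives were set before the data were examined. They were median-of-ratios size factors, scaling by total count only, TMM over all libraries of the experiment, no filter beyond 1 read, at least 20 CPM, exact tests at a BCV of 0.2 and 0.4, an exact test at the common dispersion of the comparable pairs (BCV 0.269), a likelihood ratio test, the exact test with at least 4-fold, protein-coding genes only, removal of the 20 most abundant genes, and a prior of 2 reads. The exact test at a BCV of 0.1, the main criterion of the design, stands beside them as an alternative. Because the files turned out to hold FPKM, the ratio of the FPKM values as deposited, removal of the trend with gene length and thinning of all libraries to the smallest were added after the data were seen.

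The recovery and the tests were tested on simulated data. The reads of 100% of 20905 genes came back exactly from FPKM values made from them with the same exon lengths, which checks the arithmetic but not the lengths. All 200 genes changed in the simulation were called in the right direction, with 0.0104% of 9582 unchanged genes called. The exact test gave 5.03% and the likelihood ratio test 5.23% of unchanged genes a p-value under 0.05. The comparable pairs of real libraries had a BCV of 0.269. The simulation therefore checks the programs and does not give error rates for these data. The paper's other assays were not analysed here.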

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

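The tests on sequencing depth, gene length, erythroid RNA, sex-linked genes and the share of opposite genes were set before their results were seen, whereas those on handling stress, TCR stimulation, the aTreg labels, Foxp3, the share of hemoglobin reads and the number of opposite genes given by counting error alone were chosen only after the result was seen.

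Smarca4 changed in opposite directions under the same contrast in 2 cell populations. Its log2 fold change was −0.26 in aTreg cells, labelled Brg1-reexpressed over labelled Brg1-deleted, and 0.69 in the total Treg cells of treated rKO1 mice. The difference between these populations was not tested, since each condition has 1 library, and both changes lie within the library-to-library band, also when it is taken from the narrower pair. A swap of the aTreg labels would turn most BRG1-dependent changes around, but only 23.8% of the 973 genes changed at least 2-fold in total Treg cells moved the opposite way in aTreg cells, which argues against a swap. It stays open whether the library labelled Brg1-deleted came from Brg1-deleted cells. Its values are headed as WT and its genotype is given as F/F, which would make it another kind of sample than its title says, and every aTreg fold would then mean something else. There, Smarca4 stood at 1.5 times the median of the other BAF subunits, against 1.32 in the library labelled Brg1-reexpressed. In total Treg cells, this ratio was 0.684 (GFP+), 0.734 (untreated rKO1) and 0.755 (mosaic) in the Brg1-deleted libraries, and 0.998 (mosaic Brg1-sufficient), 1.18 (GFP−) and 1.88 (WT) in the others. Both aTreg libraries thus lie in the range of the libraries with BRG1, and that labelled Brg1-deleted lies between the GFP− and the WT library. Because the aTreg experiment was run apart from the other, a library from other cells and a shift between experiments cannot be told apart. The 12 BAF subunits, Smarca4 among them, were all lower, with a median log2 fold change of −0.26, but 516 of 10000 random lists were as low or lower. A different response of activated cells is open and untested.

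Opposite changes in the mosaic and the rKO1 mice were seen in 30 genes that changed at least 2-fold in both comparisons, and the difference between the settings was not tested gene by gene. Chosen after their values were seen, examples are Ccl1 (log2 6.80 in the mosaic and −4.84 in the rKO1 comparison) and Tcrg-C1 (1.43 and −4.79). The fall of Ccl1 rests on the GFP+ library, at 42.3 CPM against 1.49 in the GFP− library. The untreated Brg1-deleted rKO1 library held only 2.14 CPM. Counting error would affect genes with few reads most. The opposite share was lower among genes with at least 20 CPM (8.91%, 9 of 101) than among all (12.9%, 30 of 233), the direction that counting error predicts, though short of the fall set for the test. If no gene called in 1 of the comparisons had changed in the other, counting error alone would give 0.00355 opposite genes, which argues against counting error as the cause of the 30. Differences between single animals or sorts, the sex of the animals, and a dependence on inflammation, which is the paper's contrast, stay open and untested.

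The WT and the mosaic Brg1-sufficient libraries, which the paper sets side by side as controls without comparing them, differed at least 2-fold at 911 genes, more than the 593 between the Brg1-sufficient and Brg1-deleted mosaic libraries. With all libraries thinned to the smallest, the counts were 922 and 606, and with the trend by gene length removed 860 and 586, which argues against depth and gene length. Genes of cell stress and dissociation were higher in WT, with a median log2 fold change of 3.63, 6 of 7 genes higher and no random list as high. Fos stood at 347 CPM in WT and 17.3 in the mosaic Brg1-sufficient library, and Jun at 227 and 18.3. A candidate explanation is therefore stress during the handling of the WT cells, which would cover only part of the 911 genes. Of the 9 genes in this list, 5 reached 5 CPM in every total Treg library, so Treg cells express them too. TCR stimulation in the WT cells cannot be told apart from no such difference, because the early response genes went both ways (6 higher, 4 lower, median 0.20, with 1004 of 10000 random lists as high or higher). Other lists rose in WT as well. Myeloid genes had a median of 1.29 (4 of 4 higher, 15 of 10000 random lists as high or higher), erythroid genes 1.59 (3 of 4 higher, 1 of 10000) and other cell cycle genes 0.79 (19 of 19 higher, 0 of 10000), and Vcam1 (log2 5.10), Izumo4 (5.05) and Fcna (4.62) had the largest rises of all called genes with at least 20 CPM. Reads from other cells and more dividing cells in the WT library therefore stay open beside handling stress. The lists behind these explanations rose in WT, whereas 471 of the 911 genes were lower there. The largest falls among called genes with at least 20 CPM were those of Ctrb1 (log2 −6.47), Tmem14c (−6.37) and Rab6b (−6.18). The difference in genotype between the WT and mosaic mice is open and untested.

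Hemoglobin genes, which the paper does not discuss, were abundant in the aTreg library labelled Brg1-reexpressed. Hbb-bs stood at 10283 CPM there and 445 CPM in the library labelled Brg1-deleted, and Hba-a1 at 8490 and 605 CPM. Reads of Hba-a1 and Hba-a2, and of Hbb-bs and Hbb-bt, are shared between near-identical copies, so the split between copies is uncertain. RNA from erythroid cells may be the source, since the second list of erythroid genes rose with them, with a median log2 fold change of 2.85, 11 of 12 genes higher and no random list as high. Of the 14 genes in that list, 4 reached 5 CPM in every total Treg library. The first erythroid list, which holds the hemoglobin genes, rose by 4.53. Hemoglobin genes took 2.21% of the reads there and 0.117% in the other library. With no scaling against it, this changes the share of every other gene by −0.0306 on the log2 scale, which argues against these reads as the cause of 2-fold differences in other genes. No biological explanation was tested.

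Y-linked genes, which the paper does not discuss, had reads in the rKO1 libraries and none in the WT and mosaic libraries. Eif2s3y stood at 118 CPM in the untreated rKO1 library, 62.2 in the GFP+ and 43.8 in the GFP− library after TAM, and 98.3 and 46.1 in the aTreg libraries labelled Brg1-deleted and Brg1-reexpressed. Xist was at 0.521 CPM in the untreated rKO1 library, against 136 in the mosaic Brg1-sufficient library, and at 50.8 and 45.3 CPM in the GFP+ and GFP− libraries. The aTreg libraries differed from each other more than these did. Xist stood at 12.3 CPM in the one labelled Brg1-deleted and 42.4 CPM in the other (log2 1.79), while the Y-linked genes changed by between −1.09 (Eif2s3y) and −2.58 (Kdm5d). Animals of different sex may explain this. The labels give the rKO1 libraries the Foxp3 genotype YFP-Cre/YFP-Cre, which the paper lists for females, and so conflict with the Y-linked reads. Genes that escape X inactivation were lower in the untreated rKO1 library than in the mosaic Brg1-sufficient one, with a median of −0.66, 5 of 5 lower and 411 of 10000 random lists as low or lower. Sex-linked genes do not make up the difference between untreated rKO1 and WT Treg cells, as 1671 genes differed at least 2-fold without the X and Y chromosomes, against 1716 with them. The aTreg libraries may thus hold different mixes of animals, which bears on every aTreg difference. Effects of sex on other genes are untested, and sex and inflammation run together in the comparison of rKO1 with mosaic mice.

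Foxp3 was lower in the WT than in the mosaic Brg1-sufficient library, a comparison the paper does not make, with a log2 fold change of −2.87 (72.9 against 535 CPM). Of its exon bases, 31.5% overlap another gene. Fewer Treg cells among the sorted cells would lower the other Treg identity genes as much only if the remaining cells lacked them too. Their median was −0.48 and the lowest of them −0.74. By the paper's methods, cells were sorted for CD25, the product of Il2ra in this list, and expression in other sorted cells was not measured. The test therefore cannot decide on this explanation. The YFP-Cre allele may lower the reads counted on Foxp3. Every other total Treg library was sorted for YFP, and the highest Foxp3 level among them was 45.7% of that in the YFP-negative mosaic Brg1-sufficient cells. That library, the mosaic Brg1-deleted one, lies 1.13 log2 units below them, so an effect of this size would cover less of the gap than is left, and WT is still lower than that library (log2 −1.74). What lowers Foxp3 further in WT stays open, fewer Treg cells and a difference in genotype included.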

How the results depend on the processing

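No alternative reversed the direction of the 9 medians examined here for the activation/effector and proliferation lists. No paired analysis was possible because each condition has 1 library. The counts of genes changed at least 2-fold are given in the order mosaic, rKO1 after TAM, aTreg, WT against mosaic Brg1-sufficient, Brg1-deleted rKO1 with against without TAM, untreated rKO1 against WT, and mosaic and rKO1 together. They were 593, 1313, 648, 911, 500, 1716 and 233.

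Without a filter beyond 1 read, the counts were 7883, 8923, 7616, 8273, 7453, 9607 and 3860, because many genes with few reads are then tested. With at least 20 CPM, fewer genes are tested and the counts were 252, 575, 201, 470, 150, 818 and 101. Requiring significance in an exact test lowered most counts as its assumed variation rose. At a BCV of 0.2 they were 258, 750, 283, 410, 169 and, for the overlap, 104, while untreated rKO1 against WT, at 1187, stayed within 1.5 times its count. At a BCV of 0.4 they were 27, 38, 25, 57, 16, 185 and 3. At the common dispersion of the comparable pairs they were 121, 260, 105, 151, 55, 562 and 32. At a BCV of 0.1 with at least 4-fold they were 137, 251, 126, 164, 84, 472 and 31. With 1 library per condition, the data cannot say which of these variations holds.

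Median-of-ratios size factors, TMM over all libraries, protein-coding genes only, removal of the 20 most abundant genes, the likelihood ratio test and scaling by total count only left each count within 1.5 times its value above, as did the exact test at a BCV of 0.1, which was the criterion of the design, and the alternatives chosen after seeing the data, namely the ratio of the FPKM values as deposited, the gene length trend removed and thinned reads. The exact and the likelihood ratio test at a BCV of 0.1 called the same genes as the fold alone in the first 6.

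Scaling by total count only changed the split of these counts. It shifted the median log2 fold change of all genes by −0.13 in the mosaic comparison, −0.35 in rKO1 after TAM, 0.30 in untreated rKO1 against WT and 0.35 in untreated rKO1 against mosaic Brg1-sufficient. In rKO1 after TAM, 373 genes were then higher and 1250 lower (23.0% higher against 51.9%), and 1005 genes were called under both scalings. In the mosaic females, 300 were higher and 306 lower (49.5% against 64.4%). Between the Brg1-deleted rKO1 libraries, 192 were higher and 355 lower (35.1% against 47.2%), and for untreated rKO1 against WT 1654 were higher and 462 lower (78.2% against 56.4%). Among the genes called in both the mosaic and the rKO1 comparison, 87 were then higher and 124 lower in both, against 141 and 62, so the majority direction turned around, as it did without a filter (1033 and 1316). Statements on how many genes rise or fall therefore depend on the scaling in these comparisons, and the cause was not tested.

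For the activation/effector list, scaling by total count only moved the median from 1.94 to 1.59 in rKO1 after TAM, from 1.20 to 1.49 in untreated rKO1 against WT, from 0.09 to 0.44 in untreated rKO1 against mosaic Brg1-sufficient cells, and from 2.10 to 2.01 in Brg1-reexpressed rKO1 against mosaic Brg1-sufficient cells. It moved the proliferation list from 1.43 to 1.08 in rKO1 after TAM. These moves have the direction of the shift of all genes. Without a filter, the activation/effector median between the Brg1-deleted rKO1 libraries was −0.15 in place of −0.29, because more genes are included. With the gene length trend removed, an alternative chosen after seeing the data, the medians were 1.76 in rKO1 after TAM, 1.37 in untreated rKO1 against WT, 2.04 in Brg1-reexpressed rKO1 against mosaic Brg1-sufficient cells, and 1.35 (from 1.55) in aTreg. With the ratio of the FPKM values as deposited, also chosen after seeing the data, it was 1.89 in rKO1 after TAM. The cause of these moves was not tested. A prior of 2 reads and median-of-ratios size factors moved none of these medians beyond their intervals.

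Of 132 values of single genes, 58 moved beyond their interval under scaling by total count only, with 3 changing sign, and 3 moved with the ratio of the FPKM values, with 1 changing sign. Of 95 medians of other lists, 57 moved under total count only, 36 with the length trend removed, 25 without a filter, 14 with the ratio of the FPKM values, 5 with median-of-ratios size factors and 0 with a prior of 2 reads. Depth limits the genes with few reads. The library-to-library band was 1.24 log2 units wide at 10 CPM, 1.02 at 20 CPM and 1.12 at 50 CPM. It thus did not narrow steadily with expression. A change of just over 2-fold in a single gene cannot be separated from the difference between comparable libraries at these levels. Taken from the rKO1 pair alone, an alternative chosen after seeing the data, the band at 50 CPM was 0.79 and so moved below its interval of 1.00 to 1.23, and the genes beyond it rose from 299 to 934 in the mosaic females, from 698 to 1691 in rKO1 after TAM and from 288 to 817 in aTreg. How many genes count as beyond the band therefore depends on the pair.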

Differences from the paper's values

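For Ccl4 in the mosaic Brg1-deleted library, the paper shows about 1% of the highest library in Fig. 3b, read by eye, where 1.52% was found here. Among the alternatives set before the data were examined, it was within the paper's value with median-of-ratios size factors (1.46%), and not with scaling by total count only (1.65%), a prior of 2 reads (1.67%) or no filter (1.52%).

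The depth did not differ by more than 1.5 times once fragments were counted as single ends, with 32.7 and 48.2 M at the lowest and highest against the paper's 25 and 60 M, nor did the counts of changed genes, with 593, 1313 and 233 genes against the paper's 618, 1352 and 241.

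The paper describes the aTreg cells without GFP as reexpressing Brg1, whereas Smarca4 had a log2 fold change of −0.26 there relative to the GFP+ aTreg cells. The paper describes the Brg1-deleted rKO1 cells as similar with and without TAM, where 500 genes differed at least 2-fold between these libraries, among them Gzmb, 2.80-fold lower after TAM. This count was the lowest of the 11 comparisons, and 911 genes differed between the WT and mosaic Brg1-sufficient libraries. The untreated and treated rKO1 libraries came from different mice and differ in sex-linked reads, so TAM is not all that separates them.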

Other observations

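Of the tests in this part, the one on gene length was set before its result was seen, and those on dividing cells and on genes outside Fig. 3b were chosen only after the result was seen.

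The activation/effector genes of Fig. 3b rose by a median of 1.94 on the log2 scale in the Brg1-reexpressed library of treated rKO1 mice. Removing the trend with gene length left 1.76, which argues against that trend as the whole cause. If the list had been high only because the study picked it on these libraries, other genes of activated Treg cells would not rise, but their median was 0.66 and 9 of 10000 random lists were as high or higher. More dividing cells would raise the other cell cycle genes at least as much, but these rose by 1.48. In WT over mosaic Brg1-sufficient cells, the other cell cycle genes rose by 0.79 while the activation/effector genes fell by 0.66, which also argues against it, whereas in Brg1-reexpressed rKO1 over mosaic Brg1-sufficient cells the cell cycle genes rose more (2.53 against 2.10). In the mosaic comparison, which shares no library with that of the treated rKO1 mice, the activation/effector genes rose by 3.20 and the other cell cycle genes by 0.26, and other genes of activated Treg cells rose by 0.56, with 4 of 10000 random lists as high or higher. Brg1-dependent activation of these cells may therefore be kept as a hypothesis, since it was found and tested on the same total Treg libraries. Differences between the sorts of GFP+ and GFP− cells, and between those of YFP-positive and YFP-negative mosaic cells, stay open and untested.

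The medians of further lists are given here as log2 fold changes in the mosaic comparison, in rKO1 mice after TAM and in aTreg cells, in this order, with BRG1 in the numerator and aTreg cells by their labels. Naive genes of Fig. 3b were at −0.51, −2.82 and −0.55, and proliferation genes at 0.26, 1.43 and 0.57. Other naive or resting T cell genes were at −0.25, −1.0 and −0.41. Other activated Treg genes were at 0.56, 0.66 and 0.26, and other cell cycle genes at 0.26, 1.48 and 0.86. The TCR early response list was at 0.03, −0.48 and −0.07. Cell stress genes were at 0.17, −0.95 and −0.47, and Treg identity genes at −0.47, 0.05 and −0.38. BAF subunits were at −0.03, −0.03 and −0.26. Sex-linked genes were at −0.26 (1 gene), −0.33 and −1.14, and genes that escape X inactivation at 0.03, −0.04 and 0.46. Values near 0 changed sign under other scalings for some lists, among them TCR early response in the mosaic comparison (−0.11 by total count only) and Treg identity in the rKO1 comparison (−0.30 by total count only).

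Among lists of other cell types, B cell genes were at −0.08, 0.81 and 0.47 in the same order, plasma cell genes at 0.22 (1 gene), −1.05 and 1.86, myeloid genes at 0.48, −1.28 and 0.32, CD8 T or NK cell genes at −0.09, −1.85 and 0.45, erythroid genes at 0.05, −0.71 and 4.53, and the second erythroid list at 0.29, −0.10 and 2.85. Of the genes in these lists, 4 of 8, 1 of 7, 3 of 8, 1 of 7, 3 of 5 and 4 of 14 reached 5 CPM in every total Treg library, so Treg libraries as a whole also hold reads of part of each list. No explanation for these values was tested.

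Among genes chosen after their values were seen, Tmem14c was at 2.29 CPM in the WT library and between 131 and 258 CPM in the other 5 total Treg libraries, and Rps3a3, a pseudogene, at 17.7 CPM in WT and between 204 and 545 CPM in the others. Gt(ROSA)26Sor was at 8.66 CPM in the WT, 16.7 in the mosaic Brg1-sufficient, 1.40 in the mosaic Brg1-deleted, 3.34 in the untreated rKO1, 10.9 in the GFP+ and 4.22 in the GFP− library. No explanation was tested.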
